# Transcriptional Effects of E3 Ligase *Atrogin-1*/*MAFbx* on Apoptosis, Hypertrophy and Inflammation in Neonatal Rat Cardiomyocytes

**DOI:** 10.1371/journal.pone.0053831

**Published:** 2013-01-15

**Authors:** Yong Zeng, Hong-Xia Wang, Shu-Bin Guo, Hui Yang, Xiang-Jun Zeng, Quan Fang, Chao-Shu Tang, Jie Du, Hui-Hua Li

## Abstract

*Atrogin-1*/MAFbx is an ubiquitin E3 ligase that regulates myocardial structure and function through the ubiquitin-dependent protein modification. However, little is known about the effect of *atrogin-1* activation on the gene expression changes in cardiomyocytes. Neonatal rat cardiomyocytes were infected with adenovirus *atrogin-1* (Ad-*atrogin-1*) or GFP control (Ad-GFP) for 24 hours. The gene expression profiles were compared with microarray analysis. 314 genes were identified as differentially expressed by overexpression of *atrogin-1*, of which 222 were up-regulated and 92 were down-regulated. *Atrogin-1* overexpression significantly modulated the expression of genes in 30 main functional categories, most genes clustered around the regulation of cell death, proliferation, inflammation, metabolism and cardiomyoctye structure and function. Moreover, overexpression of *atrogin-1* significantly inhibited cardiomyocyte survival, hypertrophy and inflammation under basal condition or in response to lipopolysaccharide (LPS). In contrast, knockdown of atrogin-1 by siRNA had opposite effects. The mechanisms underlying these effects were associated with inhibition of MAPK (ERK1/2, JNK1/2 and p38) and NF-κB signaling pathways. In conclusion, the present microarray analysis reveals previously unappreciated *atrogin-1* regulation of genes that could contribute to the effects of *atrogin-1* on cardiomyocyte survival, hypertrophy and inflammation in response to endotoxin, and may provide novel insight into how *atrogin-1* modulates the programming of cardiac muscle gene expression.

## Introduction

Heart failure (HF) is the final and common pathway for various cardiovascular diseases. Lipopolysaccharide (LPS) from gram negative bacteria is one of the most common causes of inflammation and innate immunity through Toll-like receptor-4 (TLR-4) [1], [2]. Several studies demonstrated that LPS directly induces cardiomyocyte hypertrophy, apoptosis and depresses contractility, ultimately leading to cardiomyopathy and congestive heart failure [3]. Accumulating evidence has shown that cardiac muscle mass loss, because of increased rate of protein degradation and cellular death, represents a critical pathogenic event in HF [4]. Disturbances in the ubiquitin-proteasome system are thought to be involved in the development of various cardiovascular diseases, including HF, cardiac infarction and atherosclerosis [4]–[8]. Recently, a study has identified two novel ubiquitin E3 ligases, *atrogin-1*/*MAFbx* and *MuRF1*, which function as negative regulator of muscle cell size in vitro and in vivo [5], [6], [9]–[12].

*Atrogin-1* is an F-box protein selectively expressed in cardiac and skeletal muscle tissues, and is known to be up-regulated markedly in skeletal muscle in a variety of models of catabolic states, including oxidative stress, fasting, cancer, sepsis, heart failure [8]–[10], [13], [14]. Importantly, *atrogin-1* associates with Skp1, Cul1 and Roc1 to form an SKP1-CUL1-F-box (SCF)-type ubiquitin ligase [5], [6], [10], [15]. Overexpression of *atrogin-1* in skeletal myotubes leads to atrophy, whereas *atrogin-1* deficiency results in marked resistance to skeletal muscle denervation atrophy [10]. Moreover, *atrogin-1* confers SCF complex specificity by directly targeting many substrates including calcineurin, initiation factor eIF3-f, Myo D, and mitogen-activated protein kinase phosphatase-1 (MKP-1) for proteasome-dependent degradation, leading to negative regulation of muscle cell size and cardiomyocte survival [5], [16]–[19]. However, We have recently described a novel role for atrogin-1 as a co-activator of FOXO1/3a through lysine 63-linked polyubiquitination, thereby inhibiting Akt-dependent physiologic hypertrophy [6]. These results suggest that *atrogin-1* plays a pivotal role in muscle atrophy, cardiac hypertrophy and cardiomyocyte apoptosis.

Although it is well known that upstream proteins including Foxo1/3a that activate *atrogin-1* transcription and enhance its activity for protein degradation are required for heart failure [15], [20], [21], little is known about how *atrogin-1* contributes cardiomyocyte apoptosis, proliferation and hypertrophy through regulating gene expression at the transcriptional level. To gain insight into the early molecular events associated with *atrogin-1*-mediated cardiomyocyte apoptosis, hypertrophy and inflammation, we used primary neonatal rat cardiomyocytes as a model to investigate the effects of *atrogin-1* on cardiac muscle gene expression, and confirmed the results by real-time quantitative PCR analysis. Our results showed that *atrogin-1* overexpression modulated the expression of many genes involved in the regulation of diverse biological functions, including cell survival, proliferation, inflammation, cell metabolism and cardiac hypertrophy. Importantly, *atrogin-1* inhibits endotoxin LPS-induced cardiomyocyte apoptosis, hypertrophy and inflammation through mitogen activated protein kinases (MAPKs) and NF-κB signaling pathways. We believe that such a comprehensive analysis of gene expression profile in neonatal rat cardiomyocytes may identify novel targets for drug discovery in the intervention of the progression of cardiac dysfunction.

## Results

### Effects of *atrogin-1* overexpression on gene expression profiles in neonatal rat cardiomyocytes

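Neonatal rat cardiomyocytes, which are heart muscle cells taken from newborn rats, were infected for 24 hours with an adenovirus that carries atrogin-1 and GFP (Ad-atrogin-1) or with one that carries GFP alone (Ad-GFP). RNA from 2 Ad-GFP and 2 Ad-atrogin-1 samples was hybridized to Affymetrix rat genome arrays, with 1 array per sample. The sample labels call the arrays of a group biological replicates. The methods describe RNA from more independent experiments than the 2 arrays per group that Figure 1C shows. The values are log2 signals per probe set that the authors made by robust multi-array average (RMA) in GeneSpring GX, and the array medians lie between 5.51 and 5.52. The lower quartiles lie between 3.88 and 3.94, no background level was estimated, and a fold change of a gene with signals under them is not an exact size. The 57 control probe sets were left out, and the other 31042 were tested with no filter on low signal. The 2 groups were compared with limma, whose moderated test shares the variance across probe sets, and p was adjusted by Benjamini-Hochberg. A probe set or gene is called higher or lower at an adjusted p under 0.05 and a change of at least 2-fold. At gene level, the probe set with the highest mean signal stands for its gene, which gives 14217 genes, and p is adjusted over these. Another 28 lists of pathway genes and cell type markers were tested with camera at a preset correlation of 0.01, with p adjusted over the 28 lists. The lists and the rule for which genes are named were written before the data were examined but after the values in Tables 1 to 5 had been seen. The genes of Tables 1 to 5 were chosen by the study on these arrays, so counts over them, of direction or of genes that pass when adjusted over a table alone, are not independent evidence. The number of arrays limits the precision of every value.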

To identify genes differentially regulated by *atrogin-1* in cardiomyocytes, we examined the changes in the gene expression profiles of cardiomyocytes infected by adenovirus atrogin-1 (Ad-*atrogin-1*) and GFP control (Ad-GFP) using DNA microarray assay. After 24 hours, the infection efficiency was more than 95% as characterized by GFP, the level of atrogin-1 protein in cardiomyocytes was increased by 2.8-fold compared to Ad-GFP control (Figure 1A and B). Moreover, we found that overexpression of *atrogin-1* in cultured cardiomyocytes leads to 314 genes being significantly regulated when compared to control group. 

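Fbxo32, the gene of atrogin-1, changed most: its log2 signal was 5.14 ± 0.14 (SD, n = 2 arrays) in Ad-GFP and 13.51 ± 0.06 (SD, n = 2) in Ad-atrogin-1 cardiomyocytes, 331-fold higher (adjusted p = 3.51e-05, limma), in a measure that does not separate RNA of the virus from RNA of the cells' own gene. Most of the other genes that changed were higher, and many of those with the largest changes encode proteins that fold or modify proteins in the endoplasmic reticulum (ER). Sdf2l1, part of an ER chaperone complex, rose 13.5-fold (log2 fold change 3.76, standard error 0.19, adjusted p = 0.00661, limma). Creld2, a gene induced by ER stress, rose by 3.38 on the log2 scale (standard error 0.14), the disulfide isomerase gene Pdia4 by 3.06 (0.16), the ER oxidase gene Ero1b by 2.59 (0.19) and the ER chaperone gene Hsp90b1 by 2.23 (0.21). Outside the ER, Vsnl1, which encodes a neuronal calcium sensor, rose by 2.96 (standard error 0.11) from Ad-GFP signals under the lower quartile, Ggct, an enzyme of glutathione breakdown, by 2.39 (0.19) and Tnfrsf19, a member of the tumor necrosis factor receptor family, by 2.15 (0.17). Axin2, Dnajc3, Dkk2, Hyou1, Rab27a and Isyna1 complete the 15 genes with the largest increases among those that passed. In all, 65 of 14217 genes rose and 8 fell, and at the level of probe sets 77 of 31042 rose and 8 fell. Of the 85 probe sets, 63 are paired with 1 gene and 22 with none. Both Ad-atrogin-1 arrays lay on one side of both Ad-GFP arrays at 40.4% of all probe sets, against 33.3% by chance, and 3478 probe sets had an unadjusted p under 0.05. With any 1 array left out, limma called no probe set, although 2449 to 2852 had an unadjusted p under 0.05, and of the genes it called Fbxo32 alone, without Ad-GFP replicate 1 or replicate 2. An equal-variance test of the 2 group means called no probe set either (smallest adjusted p 0.363, with 2598 at an unadjusted p under 0.05). The methods do not name the test used by the study, so this result does not show what that test gives. After a further quantile normalization, limma called 74 genes higher and 20 lower.

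**Figure D1:**
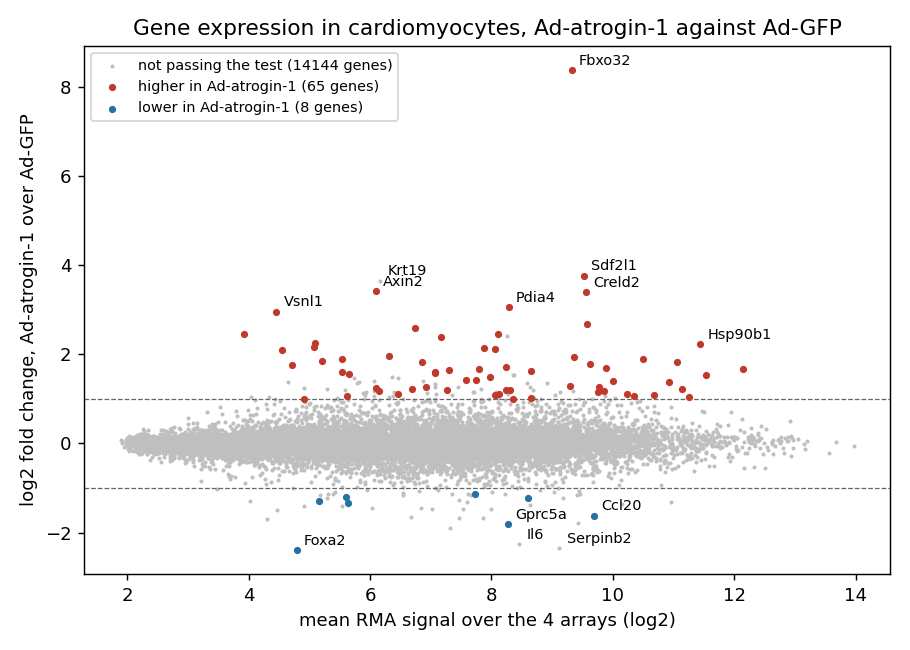
Log2 fold change of each of 14217 genes (Ad-atrogin-1 over Ad-GFP, vertical axis) against its mean log2 signal over the 4 arrays (horizontal axis), with genes called higher in red and lower in blue. The 65 red genes outnumber the 8 blue ones, and Fbxo32 lies far above all others; dashed lines mark a change of 2-fold.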

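The 8 genes that fell in Ad-atrogin-1 cardiomyocytes were Foxa2, Gprc5a, Ccl20, Rab6b, Cgn, Itga3, Grem1 and Noct, each lower on both Ad-atrogin-1 arrays than on both Ad-GFP arrays. Gprc5a, a G protein-coupled receptor induced by retinoic acid, had log2 signals of 9.18 ± 0.12 in Ad-GFP and 7.37 ± 0.27 in Ad-atrogin-1 (SD, n = 2 each), and was 3.49-fold lower (adjusted p = 0.0272, limma). Rab6b, a GTPase of Golgi transport, was 2.51-fold lower (log2 fold change -1.33, standard error 0.14). The log2 fold change was -1.30 for Cgn, which encodes the tight junction protein cingulin (standard error 0.12), -1.20 for the bone morphogenetic protein antagonist gene Grem1 (0.11) and -1.13 for the circadian gene Noct (0.11). Without a test, 117 genes were at least 2-fold higher and 55 at least 2-fold lower.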

Of them, 222 were up-regulated and 92 down-regulated by *atrogin-1* overexpression. A hierachical clustering on the complete set of data of present genes was performed as described [22]. The analysis showed a clear separation of the Ad-GFP control (G) and overexpressed *atrogin-1* (A) groups, when a clustering was performed on a subset of genes that displayed different expression with fold changes ≥2-fold or ≤−2-fold (Figure 1C).

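The 4 arrays clustered by group also when all probe sets were used, without choosing genes by their difference. The 2 Ad-atrogin-1 arrays joined at a distance (1 minus Pearson correlation) of 0.00756 and the 2 Ad-GFP arrays at 0.00786, and the groups joined at 0.0125. Over all probe sets, which are not independent replicates, the correlation was 0.992 within both groups and 0.987 to 0.988 between them. At least 2-fold differences were seen at 153 probe sets between the Ad-atrogin-1 arrays and at 167 between the Ad-GFP arrays, against 489 to 553 between arrays of different groups. The groups also stayed apart over the upper 60% of probe sets by mean signal, over the 1000 most variable probe sets and with complete linkage on Euclidean distance.

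**Figure D2:**
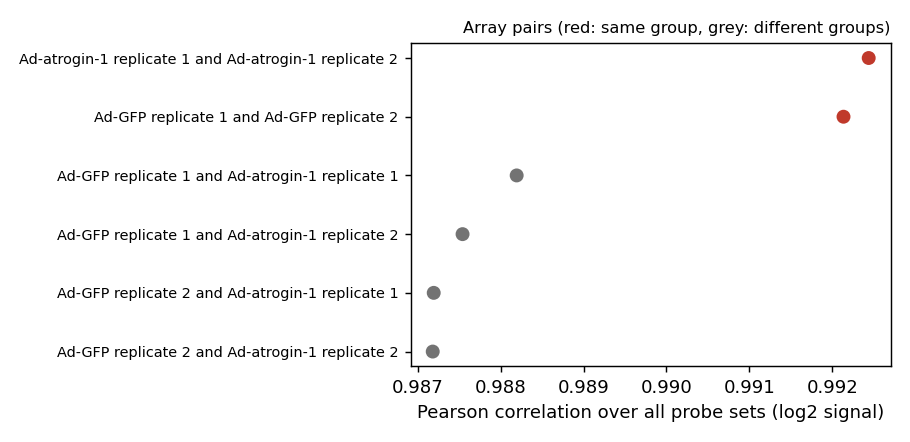
Pearson correlation of log2 signals over all probe sets for each pair of the 4 arrays (red, same group; grey, different groups). Both pairs of the same group lie at 0.992, above the 4 pairs of different groups at 0.987 to 0.988.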

**Figure 1:**
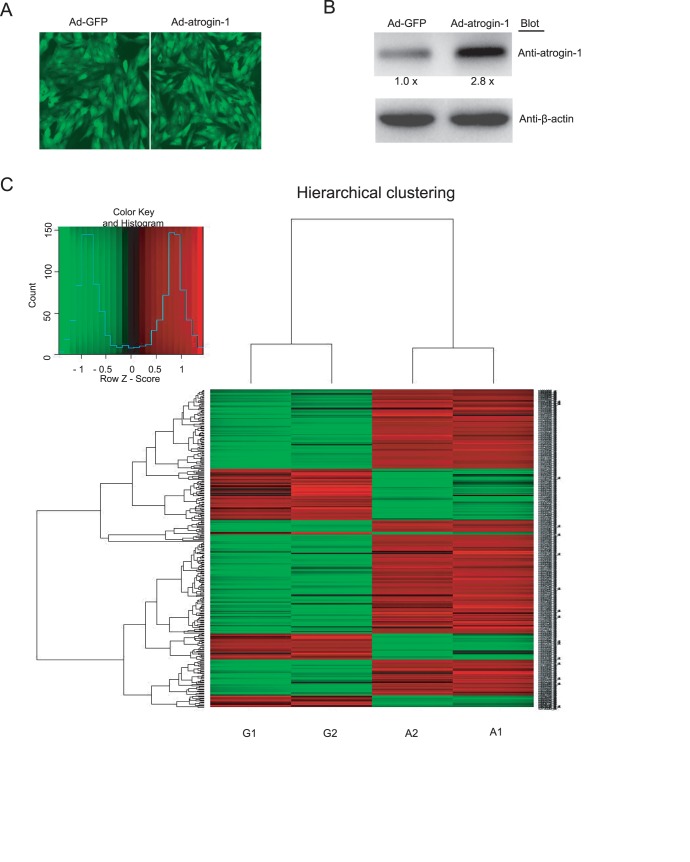
Infection of adenovirus *atrogin-1* and microarray analysis. **A.** Neonatal rat cardiomyocytes were infected with adenovirus green fluorescent protein (GFP) control (Ad-GFP) or *atrogin-1* (Ad-*atrogin-1*). The infection efficiency was visualized for GFP 24 hours later using fluorescence microscopy (Magnification, ×400). **B.** The levels of *atrogin-1* protein were determined by Western blot analysis with anti-*atrogin-1* antibody, using β-actin as the internal control. Quantitative analysis of protein bands was shown (n = 3). **C.** Hierarchical clustering depicting expression profiles of differentially expressed genes in Ad-*atrogin-1* (A1 and A2) and Ad-control (G1 and G2) groups. Data from individual sample are shown. A subset of genes displays significant expression changes at ≥2-fold or ≤−2-fold. Gene expression levels are shown as color variations (red: up-regulated expression; green: down-regulated expression).

### Validation of microarray analysis with qRT-PCR

To examine the reliability of microarray results, we performed qRT-PCR analysis for a set of eight genes including Axin2, Cxcl6, Calr, IL-1r1, Cadm1, Cxcl1, Dkk2 and IL-6, which were differentially expressed in the microarray assay. Scatter plot analysis of the relative changes in expression as determined by qRT-PCR and microarray revealed a good correlation (Figure 2).

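On the arrays, 3 of these 8 genes rose in Ad-atrogin-1 cardiomyocytes and the other 5 did not pass the test. Axin2, a feedback inhibitor and target of Wnt signaling, had log2 signals of 4.38 ± 0.13 in Ad-GFP and 7.80 ± 0.35 in Ad-atrogin-1 (SD, n = 2 each), 10.7-fold higher (adjusted p = 0.00663, limma). The secreted Wnt antagonist gene Dkk2 rose 5.51-fold (log2 fold change 2.46, standard error 0.26, adjusted p = 0.0341, limma) from Ad-GFP signals under the lower quartile of the arrays, and Calr, which encodes the ER chaperone calreticulin, rose 2.90-fold (1.53, standard error 0.17, adjusted p = 0.0370). The cytokine gene Il6 had a log2 fold change of -2.25 (standard error 0.40, adjusted p = 0.0990, limma), the chemokine genes Cxcl1 and Cxcl6 -1.32 (0.32) and -1.09 (0.33), and the adhesion gene Cadm1 -1.14 (0.16, adjusted p = 0.0577). Each of these 4 was lower on both Ad-atrogin-1 arrays than on both Ad-GFP arrays, but none had an adjusted p under 0.05. Cadm1 passed, with an adjusted p of 0.0498, when each array was centred on its median. The interleukin-1 receptor gene Il1r1 had a log2 fold change of -0.06 (standard error 0.21) at its brightest probe set, and its groups overlapped. A dimmer Il1r1 probe set had 2.19 (standard error 0.35, adjusted p = 0.106, limma over all probe sets), with both Ad-atrogin-1 arrays above both Ad-GFP arrays.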

**Figure 2:**
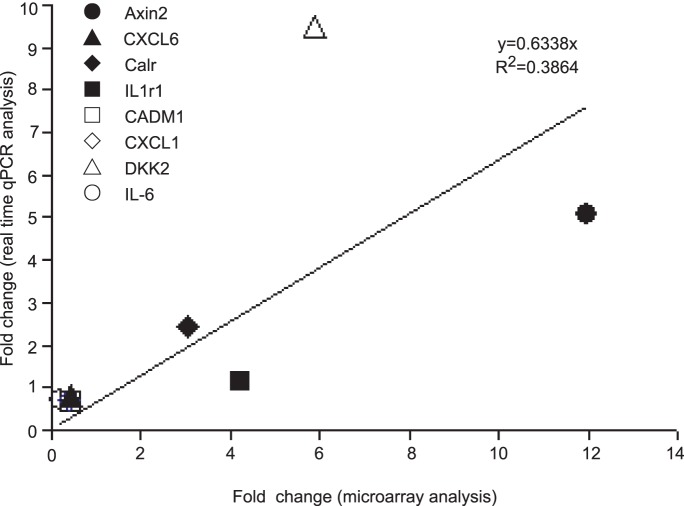
Scatter plot of relative changes in gene expression as determined by microarray analysis and by qRT-PCR. Eight genes were analyzed: IL-6, DKK2, Calr, Cxcl6, Cxcl1, Axin2, IL-1r1, and Cadm1. Each symbol represents the fold change of the respective gene in ad-*atrogin-1* group over Ad-GFP control.

To validate the microarray data, we performed qRT-PCR for a set of 10 genes that were differentially expressed in *atrogin-1*-infected cardiomyocytes. 7 of 10 genes showed similar expression ratios between qRT-PCR data and microarray results. 

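Among the genes tested by qRT-PCR, the arrays also measured Mmp3 and Ccnd2. Mmp3, a matrix metalloproteinase gene, had log2 signals of 8.69 ± 0.22 in Ad-GFP and 7.02 ± 0.38 in Ad-atrogin-1 cardiomyocytes (SD, n = 2 each), with an adjusted p of 0.0551 from limma. The cyclin D2 gene Ccnd2 had a log2 fold change of 1.11 (standard error 0.20, adjusted p = 0.0976, limma). For both genes the 2 Ad-atrogin-1 arrays lay on one side of the 2 Ad-GFP arrays. Mmp3 passed the adjusted threshold under 5 other settings, among them centring each array on its median (adjusted p = 0.0407).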

Overexpressed *atrogin-1* significantly induced the transcription of cell proliferation-related genes including the Axin2, Calr and DKK2, and down-regulated the transcriptional level of cardiac remodeling-related gene MMP3, adhesion-related gene Cadm1 and chemotaxis-related genes including Cxcl1, Cxcl6 and IL-6 compared to Ad-GFP control (Figure 3A). In contrast, knockdown of *atrogin-1* by siRNA significantly decreased the transcriptional level of Calr, Axin2 and Ccnd2, and up-regulated the transcriptional level of Cadm1, Ccl20, Cxcl1, Cxcl2, Cxcl6 and IL-6 compared to siRNA-control (Figure 3B). Collectively, these results further provide evidence to support the validity and quality of the microarray data.

**Figure 3:**
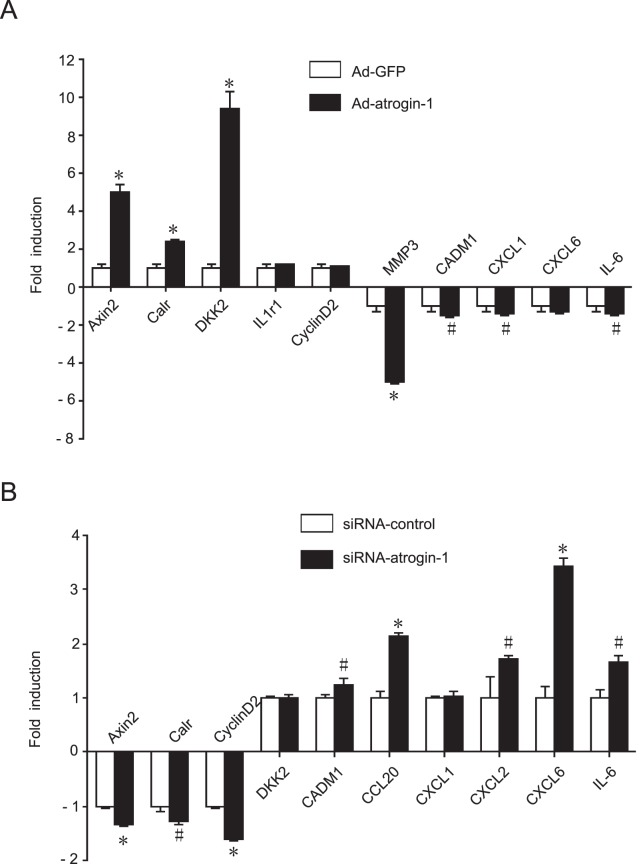
qRT-PCR analysis of microarray data. Neonatal rat cardiomyocytes were infected with Ad-*atrogin-1* or Ad-GFP (**A**), Ad-siRNA-*atrogin-1* or Ad-siRNA-control (**B**) for 24 hours. Total RNA was extracted and qRT-PCR analysis was performed in triplicate using specific oligonucleotides primers. The differences in gene expression levels were statistically significant. Data represent the mean±SEM (n = 3 per group). ^#^ *P*<0.05; *P<0.001 vs. Ad-GFP control.

### Functional characterization of the atrogin-1-regulated genes

Next, we clustered atrogin-1-regulated genes into functional groups using gene annotation information from the Affymetrix database. Our data showed that the most prominently enriched biological process in the differentially atrogin-1-regulated genes was cell apoptosis, proliferation, metabolism, hypertrophy and inflammation.

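Of 28 gene lists, 6 passed camera toward higher expression in Ad-atrogin-1 cardiomyocytes: ER chaperones, PERK and ATF4 targets, N-linked glycosylation, Wnt targets, sarcomere genes and oxidative phosphorylation. Another 2 passed toward lower expression, cytokines and prostaglandin genes. The ER chaperones had the most genes that rose and the highest median. With a correlation estimated for each list, a setting in which camera's test also has only the 2 residual degrees of freedom of the arrays, none of the 8 passed (adjusted p = 0.290 to 0.860). Among the atrophy genes and subunits of the SCF ubiquitin ligase, to which atrogin-1 belongs, Fbxo32 itself was the 1 gene of 20 that rose, also when adjusted over the list alone. The median of that list was 0.00172 (camera adjusted p = 0.537), and Trim63, the gene of the muscle ubiquitin ligase MuRF1, had a log2 fold change of 0.32 (standard error 0.18, n = 2 arrays per group). No gene passed both thresholds among 25 proteasome genes (median log2 fold change 0.10, camera adjusted p = 0.0848), 10 ribosomal protein genes (0.09, 0.247), 20 immediate early genes (-0.05, 0.391) and 11 NRF2 antioxidant genes (0.08, 0.244), and none did when adjusted over each list alone. The NRF2 gene Gclc came just under 2-fold (log2 fold change 0.995, adjusted p = 0.0570, limma) and passed with its probe sets averaged. None of 7 lists of markers of other cells that such cultures can hold passed camera. Medians were -0.04 for fibroblast, 0.08 for endothelial, 0.16 for smooth muscle and pericyte, 0.01 for macrophage and leukocyte, -0.08 for epithelial and mesothelial, 0.18 for erythroid and -0.16 for Schwann and glial markers. The camera adjusted p of these 7 lists was 0.247 to 0.993, none of their genes passed limma, and Krt19 alone passed when adjusted over its list alone. The mean had the opposite sign to the median in the fibroblast, macrophage and epithelial lists, with camera's direction down in all 3, and it turned for the fibroblast and macrophage lists without replicate 2 of either group. The macrophage markers passed toward lower values without Ad-atrogin-1 replicate 1 (adjusted p = 0.0193) and toward higher values without replicate 2 (0.0192), and the endothelial markers the other way round (0.00741 and 0.0178). Camera was also passed by the proteasome genes without Ad-atrogin-1 replicate 1 (adjusted p = 0.0191), by the immediate early genes, toward lower values, without replicate 2 (0.0126; their direction was up without replicate 1, 0.455) and by the NRF2 genes without Ad-GFP replicate 2 (0.0137). From the grouping of the genes it called by annotation, the paper concludes that the processes most enriched among them were apoptosis, proliferation, metabolism, hypertrophy and inflammation.

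**Figure D3:**
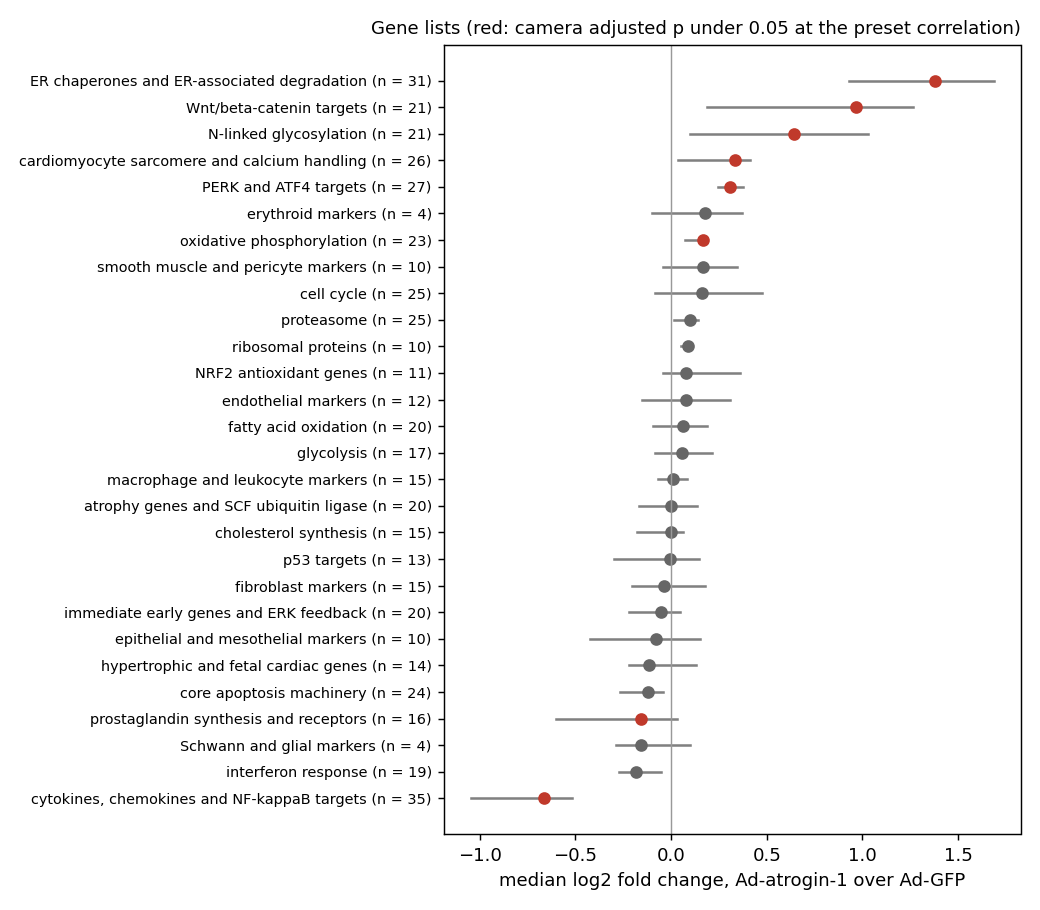
Median log2 fold change (Ad-atrogin-1 over Ad-GFP) of the measured genes of each of the 28 lists, with bars for 95% bootstrap intervals over the genes and red points for lists with a camera adjusted p under 0.05 at the preset correlation. ER chaperones lie highest at 1.38 and cytokines, chemokines and NF-kappaB targets lowest at -0.66.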

### Genes involved in cell apoptosis

Twenty-two genes were differentially regulated by atrogin-1 overexpression (Table 1). Eight of them including Csf2 [23]–[25], IL-6 [26]–[28] and Aldh1a3 [29] were down-regulated, which were involved in negative regulation of apoptosis. Conversely, fourteen of them including Msx2 [30] and Axin2 [31] were up-regulated, which mediated positive regulation of apoptosis.

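None of the 7 genes that Table 1 lists as lower passed the test at gene level, although 5 of them were at least 2-fold lower. The colony stimulating factor gene Csf2 had log2 signals of 8.27 ± 0.68 in Ad-GFP and 6.37 ± 0.17 in Ad-atrogin-1 cardiomyocytes (SD, n = 2 each), 3.72-fold lower (adjusted p = 0.0827, limma). The retinaldehyde dehydrogenase gene Aldh1a3 had a log2 fold change of -0.98 (standard error 0.34, adjusted p = 0.307, limma), the tau gene Mapt -1.04 (0.14, 0.0566) and the presenilin gene Psen2 -0.97 (0.13, 0.0570). All 7 were lower on both Ad-atrogin-1 arrays than on both Ad-GFP arrays. Adjusted over the list alone, 5 of the 7 passed, which is not independent evidence because the study chose them on these arrays, and Mapt also passed over all genes when each array was centred on its median. Of 24 genes of the core apoptosis machinery, none rose or fell, also when adjusted over the list alone. Their median log2 fold change was -0.12 (camera adjusted p = 0.0848); Mcl1, a survival gene of the Bcl-2 family, had -0.29 (standard error 0.13) and the mitochondrial death gene Bnip3 0.72 (0.35). The list passed camera, toward lower values, without Ad-GFP replicate 1 (adjusted p = 0.0363) and among the upper 60% of probe sets by signal (0.0366).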

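Of the 12 genes that Table 1 lists as higher, 10 rose, and 11 when adjusted over the list alone. The probe sets that stand for Rab27a, Prkcz, Msx2, Tcf7 and Eif2ak3 did not pass limma when p was adjusted over all probe sets. Their adjusted p was then 0.0627, 0.0564, 0.0561, 0.0593 and 0.0502. Msx2, a homeobox transcription factor gene, had log2 signals of 5.34 ± 0.13 in Ad-GFP and 7.29 ± 0.45 in Ad-atrogin-1 cardiomyocytes (SD, n = 2 each), 3.88-fold higher (adjusted p = 0.0449, limma). Rab27a, a GTPase of vesicle transport, rose 4.75-fold (log2 fold change 2.25, standard error 0.28) and Prkcz, a protein kinase C gene, 3.69-fold (1.88, standard error 0.22). Several of the others act in the ER: Hspa5, the main ER chaperone gene, rose by 1.67 on the log2 scale (standard error 0.14), Herpud1 by 1.77 (0.14), the disulfide isomerase gene Pdia3 by 1.38 (0.14), Selenos by 1.17 (0.12) and Eif2ak3, the gene of the ER stress kinase PERK, by 1.21 (0.13). Pdia2 (1.23, adjusted p = 0.0715, limma) and Gclc (1.00, adjusted p = 0.0570) did not pass. None of 13 p53 target genes changed, also when adjusted over the list alone, with a median of -0.01 (camera adjusted p = 0.993, direction down, which turned without Ad-GFP replicate 2 and without Ad-atrogin-1 replicate 1). With all probe sets of Msx2 averaged, its log2 fold change was 1.07 and it did not pass (adjusted p = 0.0682, limma). Over all probe sets, the Rab27a probe set that stands for the gene did not pass (adjusted p = 0.0627, limma). The Rab27a probe set with the largest change had 2.33 and did not pass either (adjusted p = 0.0830, limma). The dimmest Rab27a probe set had 1.97 and passed (0.0282).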

**Table 1:** GO:0008219 cell apoptosis and death.

Gene Symbol	Gene Title	Fold change	P value
Rab27a	RAB27A, member RAS oncogene family	5.69	0.0011
Prkcz	protein kinase C, zeta	3.66	4.0E-05
Msx2	msh homeobox 2	3.59	0.027
Herpud1	homocysteine-inducible, endoplasmic reticulum stress-inducible, ubiquitin -like d	3.47	5.7E-05
Dnajb9	DnaJ (Hsp40) homolog, subfamily B, member 9	3.27	6.1E-05
Hspa5	heat shock protein 5	3.19	2.8E-04
Tcf7	transcription factor 7, T-cell specific	2.82	0.0017
Pdia3	protein disulfide isomerase family A, member 3	2.69	1.3E-05
Pdia2	protein disulfide isomerase famil	2.33	0.0039
Sels	selenoprotein S	2.29	1.5E-04
Eif2ak3	eukaryotic translation initiation factor 2 alpha kinase 3	2.14	3.1E-04
Gclc	glutamate-cysteine ligase, catalytic subunit	2.05	0.018
Psen2	presenilin 2	−2.02	7.8E-04
Aldh1a3	aldehyde dehydrogenase 1 family, member A3	−2.04	0.05
Mapt	microtubule-associated protein tau	−2.17	0.027
Cadm1	cell adhesion molecule 1	−2.34	0.0026
Ptgs2	prostaglandin-endoperoxide synthase 2	−3.56	0.020
Csf2	colony stimulating factor 2 (granulocyte-macrophage)	−3.78	0.042
Il-6	interleukin 6	−4.83	0.006

### Genes involved in cell proliferation

One of the most significant overrepresented terms of biological process was cell proliferation in Ad-*atrogin-1* group compared to Ad-GFP control group. 

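None of 25 genes of the cell cycle machinery rose or fell in Ad-atrogin-1 cardiomyocytes, also when adjusted over the list alone, with a median log2 fold change of 0.16 (camera adjusted p = 0.223). Pcna, the DNA polymerase clamp, had a log2 fold change of -0.23 (standard error 0.13, n = 2 arrays per group), and Mcm6, a subunit of the replicative helicase, -0.62 (0.15, adjusted p = 0.177, limma). The list passed camera, toward higher values, without Ad-GFP replicate 2 (adjusted p = 0.0137) and without Ad-atrogin-1 replicate 2 (0.0472).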

Eighteen genes were differentially regulated, which are involved in cell proliferation (Table 2). Of them, thirteen genes such as Ptgs2 [32] were down-regulated, which mediated positive regulation of cell proliferation. In contrast, seven genes such as Axin2 [31], Msx2 [30] and Prkcz (PKCε) [33] involved in negative regulation of cell proliferation and cell cycle arrest were up-regulated.

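The 5 genes that Table 2 lists as lower were lower on both Ad-atrogin-1 arrays than on both Ad-GFP arrays, and none passed the test at gene level. Ptgs2, which encodes the cyclooxygenase COX-2, had log2 signals of 10.31 ± 0.67 in Ad-GFP and 8.53 ± 0.20 in Ad-atrogin-1 (SD, n = 2 each), 3.42-fold lower (adjusted p = 0.0953, limma). The transcription factor gene Klf5 had a log2 fold change of -0.82 (standard error 0.13, adjusted p = 0.0745, limma). Adjusted over the list alone, 4 of the 5 genes passed.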

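Of the 10 genes that Table 2 lists as higher, 8 rose, and 9 when adjusted over the list alone. They include the transcription factor gene Tcf7, a partner of beta-catenin, which was 3.02-fold higher (log2 fold change 1.60, standard error 0.19, adjusted p = 0.0451, limma). Mycn, a MYC family gene, rose 2.79-fold (log2 1.48, standard error 0.16), the growth factor gene Fgf9 2.28-fold (1.19, standard error 0.14) and the transporter gene Abcc4 3.06-fold (1.61, standard error 0.14; n = 2 arrays per group throughout). Cdk5rap3 (0.99, adjusted p = 0.0743, limma) and Ccnd2 did not pass. Many of these genes are targets of Wnt/beta-catenin signaling. In the Wnt target list 8 of 21 measured genes rose and none fell, with 9 higher when adjusted over the list alone: Axin2, Dkk2, Tnfrsf19, Msx2, Tcf7, Mycn, Lef1 and Fgf9 rose at the threshold over all genes. The probe sets that stand for Msx2, Tcf7 and Fgf9 did not pass limma over all probe sets (adjusted p = 0.0561, 0.0593 and 0.0561). Neither did that of Prkcz, which Table 2 lists as higher (0.0564). The median log2 fold change of the list was 0.97 (camera adjusted p = 8.50e-10; adjusted p = 0.290 with an estimated correlation). The paper's tables hold 7 of the 21 genes. Without all genes that the paper names, 1 of 13 rose, the median was 0.19 and the list did not pass camera (adjusted p = 0.0719). With the probe sets of each gene averaged, Fgf9 rose less than 2-fold (log2 0.98). Of the 4 probe sets of Ctnnb1, the gene of beta-catenin, 1 rose by 2.97 on the log2 scale while the 2 brightest stayed level. The source of that signal is not known, so the rise of Wnt targets cannot be assigned to atrogin-1 alone on these arrays.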

**Table 2:** GO:0008283 cell proliferation.

Gene Symbol	Gene Title	Fold change	P value
Axin2	axin2	12.2	6.6E-06
Prkcz	protein kinase C, zeta	3.66	4.0E-05
Msx2	msh homeobox 2	3.59	0.027
Abcc4	ATP-binding cassette, sub-family C (CFTR/MRP), member 4	3.20	1.3E-04
Calr	calreticulin	3.05	1.2E-04
Mycn	v-myc myelocytomatosis viral related oncogene, neuroblastoma derived (avian)	2.85	1.5E-04
Tcf7	transcription factor 7, T-cell specific	2.82	0.0017
Fgf9	fibroblast growth factor 9	2.42	0.0038
Ccnd2	cyclin D2	2.21	0.0067
Cdk5rap3	CDK5 regulatory subunit associated protein 3	2.03	0.0021
Klf5	Kruppel-like factor 5	−2.17	0.013
Cadm1	cell adhesion molecule 1	−2.34	0.0026
Ptges	prostaglandin E synthase	−3.21	0.05
Ptgs2	prostaglandin-endoperoxide synthase 2	−3.56	0.020
Csf2	colony stimulating factor 2 (granulocyte-macrophage)	−3.78	0.04

### Genes involved in metabolisms

Metabolic pathways was a crucial signaling pathway through which sixteen genes were significantly enriched (Table 3). Twelve genes such as Ptgis [34] and Pycr1 [35] were up-regulated. Conversely, four genes including Ckmt1 and Ptges were down-regulated, which mediates negative regulation of mitochondrial function [36].

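Of the genes that Table 3 lists as higher, 11 were measured, and 4 of them rose: Isyna1, Gmppb, Oat and Rpn1. The probe sets that stand for Oat and Rpn1 did not pass limma over all probe sets (adjusted p = 0.0627 and 0.0561). Isyna1, the enzyme of inositol synthesis, had log2 signals of 6.80 ± 0.20 in Ad-GFP and 8.94 ± 0.12 in Ad-atrogin-1 cardiomyocytes (SD, n = 2 each), 4.41-fold higher (adjusted p = 0.0167, limma). Gmppb, which makes GDP-mannose for glycosylation, rose 3.52-fold (log2 fold change 1.82, standard error 0.15), the ornithine aminotransferase gene Oat 2.23-fold (1.16, standard error 0.14, adjusted p = 0.0486, limma) and Rpn1, a subunit of the oligosaccharyltransferase, 2.15-fold (1.10, standard error 0.13). The other 7 did not pass: log2 fold changes were 1.16 for the mannosyltransferase gene Alg12, 1.07 for Adss1, 1.04 for Stt3a, 1.03 for Nans, 0.97 for Bcat2 and 0.93 for Slc33a1. Adjusted over the list alone, 7 of the 11 passed, and Alg12 also passed over all genes when each array was centred on its median. Pycr1 was not analysed here. In the list of N-linked glycosylation genes, 2 of 21 rose and none fell, with 7 higher when adjusted over the list alone; 5 of the genes stand in the paper's tables. The median log2 fold change was 0.64 (camera adjusted p = 1.69e-10; adjusted p = 0.290 with an estimated correlation).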

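The 5 genes that Table 3 lists as lower were lower on both Ad-atrogin-1 arrays than on both Ad-GFP arrays, and none passed the test at gene level. Ckmt1, a mitochondrial creatine kinase gene, had log2 signals of 7.50 ± 0.63 in Ad-GFP and 5.86 ± 0.37 in Ad-atrogin-1 cardiomyocytes (SD, n = 2 each), 3.11-fold lower (adjusted p = 0.125, limma). The prostaglandin E synthase gene Ptges had a log2 fold change of -1.67 (standard error 0.57, adjusted p = 0.305, limma), with Ad-GFP signals of 7.42 and 9.19. The prostacyclin synthase gene Ptgis had -1.08 (standard error 0.29, adjusted p = 0.227). Adjusted over the list alone, 4 of the 5 passed. None of 16 genes of prostaglandin synthesis and receptors changed, and 1 was lower when adjusted over the list alone. Their median log2 fold change was -0.15 (camera adjusted p = 0.0250, toward lower; adjusted p = 0.704 with an estimated correlation), and 4 of them stand in the paper's tables. Without Ad-atrogin-1 replicate 2 the list did not pass camera (adjusted p = 0.196), and neither did it without the genes the paper names (median -0.03, adjusted p = 0.471).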

**Table 3:** Metabolic pathways.

Gene Symbol	Gene Title	Fold change	P value
Isyna1	inositol-3-phosphate synthase 1	4.09	3.8E-05
Gmppb	GDP-mannose pyrophosphorylase B	3.62	2.6E-06
Pycr1	pyrroline-5-carboxylate reductase 1	3.15	0.004
LOC684425	similar to Adenylosuccinate synthetase isozyme 1	2.57	0.05
Alg12	asparagine-linked glycosylation 12 homolog	2.27	4.4E-05
Nans	N-acetylneuraminic acid synthase	2.26	2.2E-04
Oat	ornithine aminotransferase (gyrate atrophy)	2.25	3.8E-04
Rpn1	ribophorin I	2.13	7.5E-06
Slc33a1	Solute carrier family 33	2.09	5.9E-04
Stt3a	STT3, subunit of the oligosaccharyltransferase complex, homolog A	2.07	0.002
Gclc	glutamate-cysteine ligase, catalytic subunit	2.05	0.018
Bcat2	branched chain aminotransferase 2, mitochondrial	2.01	0.004
Aldh1a3	aldehyde dehydrogenase 1 family, member A3	−2.04	0.05
Ptgis	prostaglandin I2 (prostacyclin) synthase	−2.10	0.016
Ptges	prostaglandin E synthase	−3.21	0.05
Ckmt1	creatine kinase, mitochondrial 1, ubiquitous	−3.35	0.0035
Ptgs2	prostaglandin-endoperoxide synthase 2	−3.56	0.02

### Genes involved in cell development and hypertrophic cardiomyopathy

Seventeen genes were closely related to the regulation of cell development (Table 4). Thirteen of them such as Myh6 (α-MHC) [37], Bhlha15 (Mist1) [38] and Serca2 (ATP2A2) [39], [40] and Prkcz that are involved in cell maturation, sarcomere organization and hypertrophy were up-regulated. Four of them such as Foxa2 [41] and ITGA3 were down-regulated, which mediate regulation of gene expression in response to insulin stimulus and cell differentiation.

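Of the 12 genes that Table 4 lists as higher, 6 rose: Bhlha15, Calr, Lef1, Eif2ak3, Xbp1 and Hook1. The probe sets that stand for Eif2ak3, Xbp1 and Hook1 did not pass limma over all probe sets (adjusted p = 0.0502, 0.0502 and 0.0584). Bhlha15 (Mist1), a transcription factor of secretory cells, had log2 signals of 3.50 ± 0.19 in Ad-GFP and 5.60 ± 0.15 in Ad-atrogin-1 cardiomyocytes (SD, n = 2 each), 4.28-fold higher (adjusted p = 0.0171, limma), with Ad-GFP signals under the lower quartile of the arrays. Lef1, a partner of beta-catenin, rose by 1.27 on the log2 scale (standard error 0.13), Xbp1, a transcription factor of the unfolded protein response, by 1.06 (0.12) and Hook1 by 1.05 (0.12). Krt19 had a log2 fold change of 3.65 but did not pass (adjusted p = 0.107, limma), with Ad-GFP signals of 3.20 and 5.48. Csrp2 (2.30-fold higher, adjusted p = 0.0577, limma) and Plppr4 (1.04, adjusted p = 0.0650) did not pass either, and 10 of the 12 genes passed when adjusted over the list alone. Myh6, which encodes the alpha myosin heavy chain, had a log2 fold change of 0.82 (standard error 0.44, adjusted p = 0.503, limma) at its brighter probe set, where the groups overlapped, and 1.05 (0.40, adjusted p = 0.425, limma over all probe sets) at the other, where both Ad-atrogin-1 arrays lay above both Ad-GFP arrays. The beta chain gene Myh7 had 0.38 (0.20). Atp2a2, the calcium pump Serca2, had 0.71 (0.27) at its brightest probe set and 1.36 (0.13, adjusted p = 0.0322, limma over all probe sets) at a dimmer one that rose. Of 26 genes of the sarcomere and calcium handling, 1 rose (Hspb7) and none fell, with 2 higher when adjusted over the list alone; the median was 0.34 (camera adjusted p = 0.00132; adjusted p = 0.860 with an estimated correlation), and 2 stand in the paper's tables. Among 14 hypertrophic and fetal cardiac genes, 1 rose, the slow skeletal troponin I gene Tnni1 (1.23, standard error 0.14), and 2 when adjusted over the list alone. Their median was -0.12 and their mean 0.06 (camera adjusted p = 0.676, direction down), and Nppa, the gene of atrial natriuretic factor, had -0.22 (0.13). The Ad-GFP signals of Nppa, 13.65 and 13.69, lie near the maximum of these arrays (13.99), so its change is not an exact size. Without Ad-atrogin-1 replicate 1 the sarcomere list did not pass camera (adjusted p = 0.306). The probe sets that stand for Hspb7 and Tnni1 did not pass limma over all probe sets (adjusted p = 0.0531 and 0.0564). A dimmer Tnni1 probe set passed (0.0230). Hook1 did not pass with an intensity trend in limma's prior (adjusted p = 0.0510) and Xbp1 was just under 2-fold after quantile normalization (log2 0.996); Csrp2 passed with arrays centred on their medians.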

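Of the 3 genes that Table 4 lists as lower, Foxa2 and Itga3 fell. Foxa2, a forkhead transcription factor gene, had log2 signals of 5.99 ± 0.09 in Ad-GFP and 3.60 ± 0.18 in Ad-atrogin-1 cardiomyocytes (SD, n = 2 each), 5.25-fold lower (adjusted p = 0.00701, limma). Both Ad-atrogin-1 signals lie under the lower quartile of the arrays, so this fold is not an exact size. The integrin gene Itga3 was 2.34-fold lower (log2 fold change -1.23, standard error 0.12, adjusted p = 0.0281, limma). The other gene, Mapt, did not pass over all genes, and all 3 passed when adjusted over the list alone.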

**Table 4:** GO:0048468 cell development and hypertrophy.

Gene Symbol	Gene Title	Fold change	P value
Krt19	keratin 19	13.9	0.0035
Bhlha15	basic helix-loop-helix family, member a15	4.27	1.1E-04
Calr	calreticulin	3.05	1.2E-04
Lef1	lymphoid enhancer binding factor 1	2.98	1.7E-04
Csrp2	cysteine and glycine-rich protein 2	2.36	0.0021
Ccnd2	cyclin D2	2.21	0.0067
Eif2ak3	eukaryotic translation initiation factor 2 alpha kinase 3	2.14	3.1E-04
Hook1	hook homolog 1 (Drosophila)	2.13	6.3E-04
Xbp1	X-box binding protein 1	2.07	4.1E-05
Lppr4	plasticity related gene 1	2.05	0.018
Cdk5rap3	CDK5 regulatory subunit associated protein 3	2.03	0.0021
Myh6	myosin, heavy chain 6, cardiac muscle, alpha	2.02	0.05
Mapt	microtubule-associated protein tau	−2.17	0.027
Itga3	Integrin alpha 3	−2.18	1.6E-05
Foxa2	forkhead box A2	−5.28	2.0E-05

### Genes involved in inflammation

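Of the 18 genes that Table 5 lists as lower, all had lower means in Ad-atrogin-1 cardiomyocytes, 15 by at least 2-fold, and 1, the chemokine gene Ccl20, passed the test at gene level. Its log2 signal was 10.50 ± 0.19 in Ad-GFP and 8.89 ± 0.33 in Ad-atrogin-1 (SD, n = 2 each), 3.07-fold lower (adjusted p = 0.0466, limma). Adjusted over all probe sets, the same Ccl20 probe set did not pass (adjusted p = 0.0616, limma), like those of several genes that rose. Serpinb2, an inhibitor of plasminogen activators, had a log2 fold change of -2.35 (standard error 0.41, adjusted p = 0.0933, limma), with signals of 9.66 and 10.92 on the Ad-GFP arrays and 8.13 and 7.75 on the Ad-atrogin-1 arrays. The chemokine gene Cxcl3 had -1.14 (standard error 0.33) and the lipopolysaccharide-binding protein gene Lbp -1.05 (0.38), each lower on both Ad-atrogin-1 arrays. For Cxcl2 the groups overlapped (-1.37, 0.64, adjusted p = 0.443, limma). The log2 fold change was -1.40 for Reg3g, -1.30 for the hemopexin gene Hpx, -1.15 for Tfpi2, -0.58 for the prostaglandin receptor gene Ptger3 and -0.25 for the histone chaperone gene Asf1a, none of which passed. Adjusted over the list alone, 14 of the 18 passed, but the study chose these genes on the same arrays. Il1b, the gene of interleukin-1 beta, is not in the table and had 0.37 (0.73), with overlapping groups. In the list of cytokines, chemokines and NF-kappaB targets, Ccl20 was the 1 of 35 genes that fell, none rose, and 10 were lower when adjusted over the list alone. The median log2 fold change was -0.66 (camera adjusted p = 5.52e-13; adjusted p = 0.860 with an estimated correlation), and 11 of the genes stand in the paper's tables. Relative to each gene's mean over the arrays, the list's mean was 0.07 and 0.77 on Ad-GFP replicates 1 and 2. On Ad-atrogin-1 replicates 1 and 2 it was -0.16 and -0.68, so arrays of the same group also lay apart. Without the genes that the paper names, the median of the other 22 was -0.52 (camera adjusted p = 5.10e-06). None of 19 interferon response genes changed, also when adjusted over the list alone. Their median was -0.18 (camera adjusted p = 0.0558; adjusted p = 0.860 with an estimated correlation). The list passed camera, toward lower values, with arrays centred on their medians (adjusted p = 0.0494) and after quantile normalization (0.0267). Relative to each gene's mean over the arrays, its mean was -0.19 and 0.40 on Ad-GFP replicates 1 and 2. On Ad-atrogin-1 replicates 1 and 2 it was -0.01 and -0.19. Without Ad-GFP replicate 2 its direction turned to higher values, and it stayed toward lower values without any other single array.

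**Figure D4:**
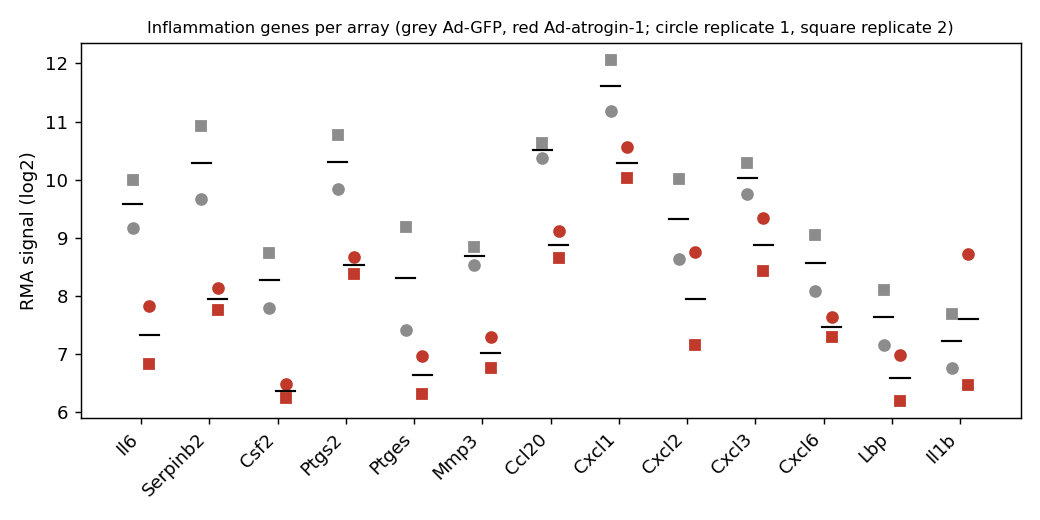
Log2 RMA signal of 13 inflammation genes on each array (grey, Ad-GFP; red, Ad-atrogin-1; circles, replicate 1; squares, replicate 2), with group means as bars (n = 2). The red means lie below the grey ones for 12 genes, by 1.05 (Lbp) to 2.35 (Serpinb2) on the log2 scale, and above them for Il1b, and the groups overlap for Cxcl2 and Il1b.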

Response to inflammation and stress was a prominently overrepresented GO term in which thirty-five genes were involved (Table 5), nineteen of them involved in inflammatory response were significantly down-regulated by overexpression of *atrogin-1*, these genes include IL-6 [42], Ptger3 [43], Lbp [44], Ptgs2 (Cox-2) [45] and chemokines such as Cxcl1, Cxcl2, Cxcl3, Ccl20 and Cxcl6 [46], [47]. However, sixteen of them such as IL-1r1 was significantly up-regulated [48].

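Of the 16 genes that Table 5 lists as higher, 11 rose, and several of these act in protein folding or degradation in the ER. Dnajc3, an ER co-chaperone, had log2 signals of 8.23 ± 0.02 in Ad-GFP and 10.91 ± 0.25 in Ad-atrogin-1 cardiomyocytes (SD, n = 2 each), 6.44-fold higher (adjusted p = 0.00663, limma). The ER chaperone gene Hyou1 rose 5.51-fold (log2 fold change 2.46, standard error 0.17), the secreted ER stress gene Manf 3.72-fold (1.90, standard error 0.18), the co-chaperone gene Dnajb9 3.22-fold (1.69, standard error 0.18) and Hspb7, a small heat shock protein of cardiac muscle, 2.05-fold (1.04, standard error 0.12). Erp44 had an adjusted p of 0.0451 from limma but a change just under 2-fold (log2 0.99), and Serp1 did not pass (0.90, adjusted p = 0.0583). Adjusted over the list alone, 12 of the 16 passed. The probe sets that stand for Rab27a, Hspb7, Eif2ak3 and Xbp1 did not pass limma when p was adjusted over all probe sets. Their adjusted p was then 0.0627, 0.0531, 0.0502 and 0.0502. In the list of ER chaperones and ER-associated degradation, 18 of 31 genes rose, none fell, and 19 rose when adjusted over the list alone. All 31 had a positive log2 fold change, with a median of 1.38 (camera adjusted p = 1.23e-41; adjusted p = 0.551 with an estimated correlation), and 12 stand in the paper's tables; of the 19 that the paper does not name, 8 rose. PERK and ATF4 form another branch of the unfolded protein response. Of 27 genes in the list of their targets 1 rose, also when adjusted over the list alone. It was Eif2ak3, the gene of PERK itself. Ddit3 came just short of 2-fold (log2 fold change 0.96, adjusted p = 0.0570, limma, and 0.00624 over the list alone). Log2 fold changes were positive for 23 of the 27 and negative for 4. The list's median was 0.31 (camera adjusted p = 4.50e-06, and 0.860 with an estimated correlation). This median was 0.17 without Ad-GFP replicate 1 and 0.20 without Ad-atrogin-1 replicate 2. For Il1r1, the interleukin-1 receptor gene with 3 probe sets, the brightest did not pass. The probe set with the largest change had log2 signals of 4.27 ± 0.28 in Ad-GFP and 6.46 ± 0.74 in Ad-atrogin-1 (SD, n = 2 each) and did not pass either, and the remaining one had a log2 fold change of -0.00292. After quantile normalization Hspb7 was just under 2-fold (log2 0.965). It was also under 2-fold with its probe sets averaged, as its dimmer probe set had a log2 fold change of 0.88.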

**Table 5:** GO:0006950 response to inflammation.

Gene Symbol	Gene Title	Fold change	P value
Dnajc3	DnaJ (Hsp40) homolog, subfamily C, member 3	6.77	4.2E-05
Rab27a	Similar to RIKEN cDNA 1110059E24	5.69	0.0011
Hyou1	hypoxia up-regulated 1	5.48	5.7E-06
Il1r1	interleukin 1 receptor, type I	4.16	0.001
Armet	arginine-rich, mutated in early stage tumors	3.81	1.1E-04
Herpud1	homocysteine-inducible, endoplasmic reticulum stress-inducible, ubiquitin-like d	3.46	5.7E-05
Dnajb9	DnaJ (Hsp40) homolog, subfamily B, member 9	3.27	6.1E-05
Hspa5	heat shock protein 5	3.19	2.8E-04
Pdia2	protein disulfide isomerase famil	2.33	0.004
Sels	selenoprotein S	2.29	1.5E-04
Eif2ak3	eukaryotic translation initiation factor 2 alpha kinase 3	2.15	3.1E-04
Hspb7	heat shock protein family, member 7 (cardiovascular)	2.12	3.8E-04
Xbp1	X-box binding protein 1	2.07	4.1E-05
Gclc	glutamate-cysteine ligase, catalytic subunit	2.05	0.018
Txndc4	thioredoxin domain containing 4 (endoplasmic reticulum)	2.03	7.4E-05
Serp1	stress-associated endoplasmic reticulum protein 1	2.02	0.0019
Psen2	presenilin 2	−2.03	7.8E-04
Lbp	lipopolysaccharide binding protein	−2.10	0.05
Ptgis	prostaglandin I2 (prostacyclin) synthase	−2.10	0.016
Cxcl3	chemokine (C-X-C motif) ligand 3	−2.13	0.05
Asf1a	ASF1 anti-silencing function 1 homolog A (S. cerevisiae)	−2.18	4.0E-4
Cxcl6	chemokine (C-X-C motif) ligand 6	−2.25	0.045
Ptges	prostaglandin E synthase	−2.25	0.05
Cadm1	cell adhesion molecule 1	−2.34	0.0026
Tfpi2	tissue factor pathway inhibitor 2	−2.37	0.05
Hpx	hemopexin	−2.45	0.02
Ptger3	Prostaglandin E receptor 3 (subtype EP3)	−2.50	0.016
Cxcl1	chemokine (C-X-C motif) ligand 1	−2.50	0.016
Cxcl2	chemokine (C-X-C motif) ligand 2	−2.60	0.05
Reg3g	regenerating islet-derived 3 gamma	−2.60	0.05
Ccl20	chemokine (C-C motif) ligand 20	−3.17	0.006
Ptgs2	prostaglandin-endoperoxide synthase 2	−3.56	0.02
Il-6	interleukin 6	−4.83	0.006
Serpinb2	serine (or cysteine) peptidase inhibitor, clade B, member 2	−5.45	0.017

### Effects of atrogin-1 on cardiomyocyte apoptosis, hypertrophy and inflammation

Since genes differentially regulated by *atrogin-1* in cardiomyocytes have been implicated in cell apoptosis, hypertrophy and inflammation (Table 1, 4 and 5), which cause cardiac dysfunction and ultimately lead to heart failure, we then investigated whether overexpression of atrogin-1 influences cardiomyocyte apoptosis. Consistent with previous reports [18], *atrogin-1* overexpression significantly increased TUNEL-positive cardiomyocytes compared to Ad-GFP control (Figure 4A). After LPS stimulation, TUNEL-positive cardiomyocytes were significantly increased, and this effect was further enhanced by Ad-*atrogin-1* infection (Figure 4A). Moreover, consistent with our previous reports [5], [6], [49], *atrogin-1* overexpression markedly reduced cardiomyocyte surface areas under basal condition and in response to LPS stimulation (Figure 4B). qPCR analysis of hypertrophic markers (ANF, a-MHC and Serca2) further confirmed the effect of atrogin-1 on cardiomyocyte hypertrophy (Figure 4C). In contrast, knockdow of atrogin-1 by siRNA signaficantly reversed these effcts under basal condition or in response to LPS (Figure 4D and E). Finally, *atrogin-1* overexpression markedly inhibited the expression of proinflammatory-related genes (including IL-1β, IL-6, Ptgs2 and Serpinb2) and chemokines (Cxcl1, Cxcl2 and Ccl20) but up-regulated anti-inflammatory gene IL-1r1 expression compared to Ad-GFP control under basal condition or in response to LPS stimulation (Figure 5A), whereas these effects were reversed by knockdown of *atrogin-1* (Figure 5B). These results further confirmed the data from microarray analysis (Table 5). Collectively, these results indicate that increased expression of *atrogin-1* inhibits cardiomyocyte survival, hypertrophy and inflammation under basal condition or in response to LPS stimulation.

**Figure 4:**
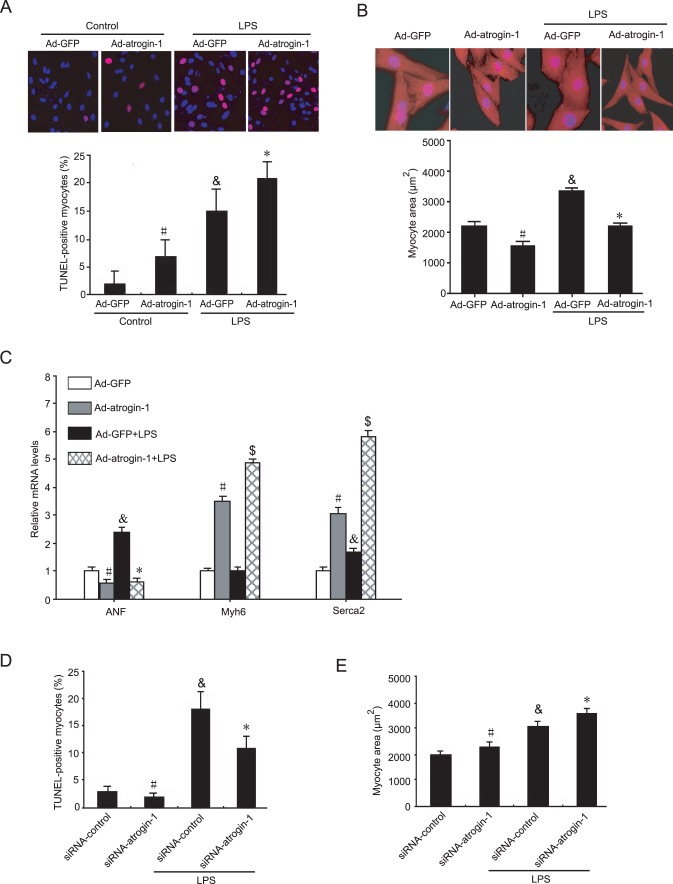
Effects of *atrogin-1* overexpression on cardiomyocyte apoptosis and hypertrophy. Neonatal rat cardiomyocytes were infected with Ad-GFP or Ad-*atrogin-1*-GFP for 24 h and then treated with LPS (1 µg/ml) for additional 24 hours. **A.** Apoptosis was detected and quantified using TUNEL assay (red), and nuclei were counterstained with DAPI (blue). A representative field is shown for each condition (top panels), Magnification, ×400. Quantitative analysis of TUNEL-positive cells from three independent experiments (bottom panels). **B.** The cells were fixed and stained with anti-α-actinin antibody followed by Alexa Fluor 568-conjugated goat anti-mouse IgG (red), and nuclei were stained with DAPI (blue). A representative field is shown for each condition (top panels), Magnification, ×200. Quantitative analysis of cell surface area (a minimum of 100 randomly chosen cells measured in each group) (bottom panels). Data represent the mean ± SEM (n = 3). **^#^** *P*<0.05, **^&^** *P*<0.01 vs. Ad-GFP; *P<0.05; ^$^ *P*<0.01 vs. Ad-GFP+LPS. **C.** The qRT-PCR analysis of ANF, Myh6 and serca2 mRNA expression was performed in triplicate using specific oligonucleotides primers. **D** and **E.** Neonatal rat cardiomyocytes were infected with Ad-siRNA-*atrogin-1* or Ad-siRNA-control for 24 hours. Analysis of apoptosis and cell surface area were performed as in A and B. Data represent the mean ± SEM (n = 3). **^#^** *P*<0.05, **^&^** *P*<0.01 vs. siRNA-control; *P<0.05 vs. siRNA-control +LPS.

**Figure 5:**
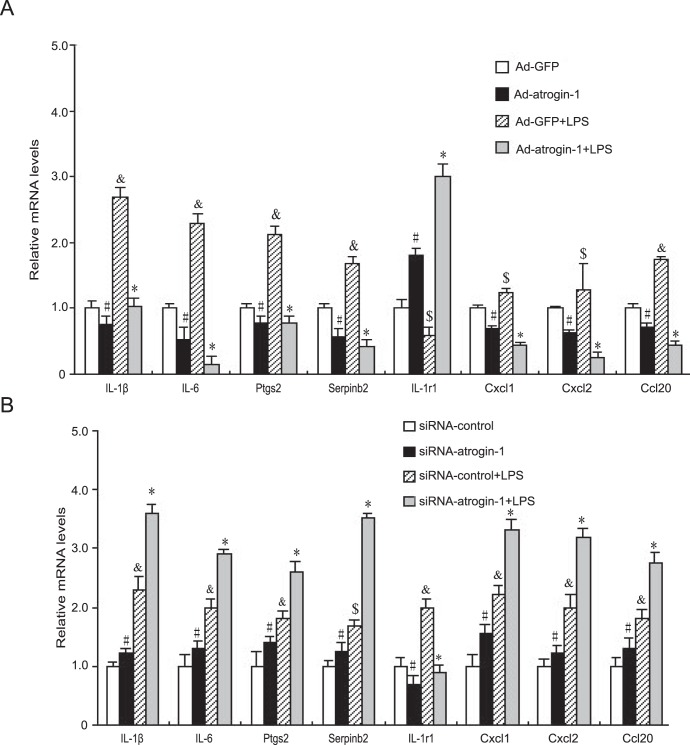
Effect of *atrogin-1* on inflammation. **A.** Neonatal rat cardiomyocytes were infected with Ad-GFP or Ad-*atrogin-1*-GFP for 24 h and then treated with LPS (1 µg/ml) for additional 24 hours. The qRT-PCR analysis of gene expression was performed in triplicate using specific oligonucleotides primers. Data represent the mean ± SEM. **^#^** *P*<0.05, **^&^** *P*<0.01, ^$^ *P*<0.05 vs. Ad-GFP; *P<0.01 vs. Ad-GFP+LPS. **B.** Neonatal rat cardiomyocytes were infected with Ad-siRNA-control or Ad-siRNA-*atrogin-1* for 24 h and then treated with LPS (1 µg/ml) for additional 24 hours. The qRT-PCR analysis of gene expression was performed as in A. Data represent the mean ± SEM. **^#^** *P*<0.05, **^&^** *P*<0.01, ^$^ *P*<0.05 vs. siRNA-control; *P<0.01 vs. Ad-siRNA+LPS.

### Effects of atrogin-1 on MAPKs and NF-κB signaling pathways

To elucidate the mechanisms for *atrogin-1* to regulate transcriptional gene expression, we examined the activation of two major signaling pathways of MAPK and NF-κB, which play critical roles in controlling the expression of apoptosis-, hypertrophy- and inflammation-related genes [50]. Our results showed that under saline treatment, overexpression of *atrogin-1* decreased the levels of ERK1/2, JNK1/2, p38 and p-65 phosphorylation protein compared to Ad-GFP control (Figure 6A). After LPS stimulation, the levels of ERK1/2, JNK1/2, p38 and p-65 phosphorylation were significantly increased compared to Ad-GFP control, However, LPS-induced effects were markedly attenuated by overexpression of *atrogin-1* in cardiomyocytes (Figure 5A). In contrast, depletion of *atrogin-1* by siRNA had opposite effects (Figure 6B). Together, these results suggest that MAPKs and NF-κB signaling pathways could be attributed to the effects of *atrogin-1* in cardiomyocytes under basal condition or after LPS treatment.

**Figure 6:**
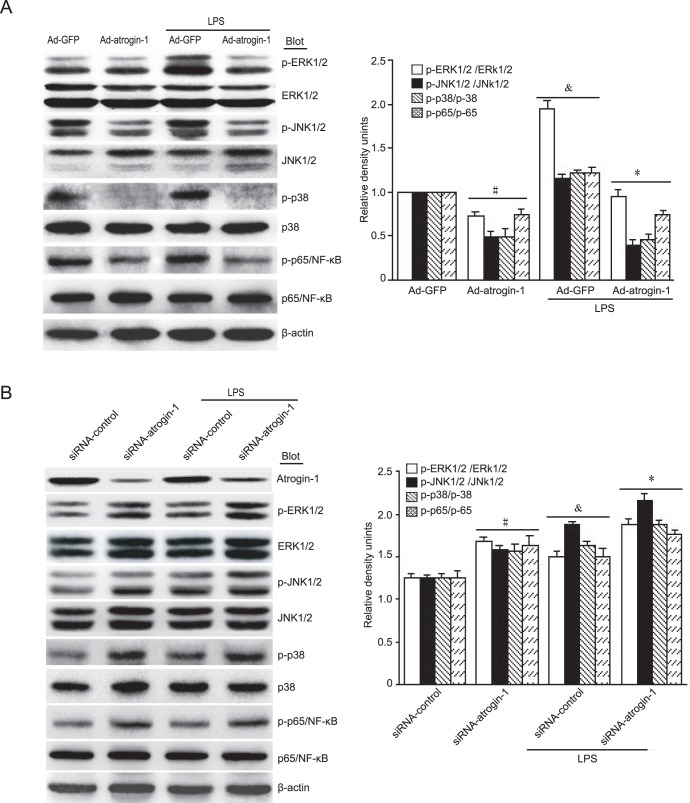
Effects of *atrogin-1* on MAPK and NF-κB signaling pathways. **A.** Neonatal rat cardiomyocytes were infected with Ad-GFP or Ad-atrogin-1-GFP for 24 h and then treated with LPS (1 µg/ml). The protein levels of total and phospho-ERK1/2, JNK1/2, p38 and p65/NF-κB were detected by Western blot analysis (left panels). Quantitative analysis of relative intensity of phosphorylated proteins was shown (right panel). Data represent the mean ± SEM (n = 3). **^#^** *P*<0.05, **^&^** *P*<0.05 vs. Ad-GFP; *P<0.01 vs. Ad-GFP+LPS. **B.** Neonatal rat cardiomyocytes were infected with adenovirus siRNA-control or siRNA-atrogin-1 and then treated with LPS (1 µg/ml). The protein levels were detected as in A (left panels). Quantitative analysis of relative intensity of phosphorylated proteins was shown (right panel). Data represent the mean ± SEM (n = 3). **^#^** *P*<0.05, **^&^** *P*<0.05 vs. siRNA-control; *P<0.05 vs. siRNA-control+LPS.

## Discussion

The present results demonstrate that *atrogin-1* activation results in the differential regulation of 314 genes in neonatal rat cardiomyocytes, of which 222 were up-regulated and 92 were down-regulated. Interestingly, the majority of differentially and highly expressed genes were involved in cell death, proliferation, inflammation, metabolism and cardiomyopathy. Moreover, increased expression of *atrogin-1* significantly inhibited caerdiomyocyte survival, hypertrophy and inflammation under basal condition or in response to LPS stimulation. The mechanisms underlying these effects were associated with inhibition of MAPK (ERK1/2, JNK1/2 and p38) and NF-κB signaling pathways.

Emerging evidences suggest that *atrogin-1* is a muscle-specific E3 ligase and is up-regulated by various of catabolic conditions [8]–[10], [12], [51]. Recent studies demonstrate that TNF-α, doxorubicin (DOX) and LPS can stimulate *atrogin-1* mRNA expression and ubiquitin conjugating activity in skeletal muscle through activation of p38 MAPK [51]–[53]. In contrast, AKT activation decreases *atrogin-1* expression through inhibition of FoxO transcriptional factors [54]. In addition, *atrogin-1* protein is degradated by proteasome via p38 MAPK signaling pathway [55]. These data indicate that multiple signaling pathways regulate atrogin-1 expression at different levels.

Apoptotic cell death in cardiac myocytes appears to be an early event and is well recognized to be responsible for several cardiovascular diseases such as HF and myocardial infarction [56]. LPS, one of the most common causes of inflammation, directly induces cardiomyocyte apoptosis and hypertrophy through calcineurin signaling pathway [3], [49], [51]. However, it is unclear that whether atrogin-1 contributes to LPS-induced cardiomyocyte apoptosis. Recently, our data show that *atrogin-1* plays an important role in regulating cardiomyocyte apoptosis. Overexpression of *atrogin-1* promotes ischemia/reperfusion (I/R)-induced cardiomyocyte apoptosis through activation of JNK signaling pathway [18]. However, the mechanisms by which *atrogin-1* promotes cardiomyocyte apoptosis remain to be elucidated. In this study, we examined the gene expression profiling regulated by *atrogin-1* overexpression in cardiomyocytes. Our microarray data showed that many genes involved in cell apoptosis and proliferation, including Csf2, IL-6, Ptgs2, Aldh1a3, Axin2, Msx2, Prkcz, Calr, and Pdia3 were differentially regulated (Table 1 and 2). Csf2 has been known to exert anti-apoptotic activity through the expression of Bcl-2 family proteins in neural progenitor cells via JAK/STAT5-Bcl-2 pathway [23]. Csf2 also abrogates ischemia and thus prevents cardiomyocyte death by neovascularization [24]. IL-6 activates JAK/STAT3 and phosphatidylinositol 3-kinase (PI3K) pathways, thereby promoting cardiomyocyte survival [27], [28]. Conversely, Axin2, Msx2, Calr and PKCε that mediate inhibition of cell proliferation and survival were up-regulated. Axin2, a most highly up-regulated gene (12.17-fold), is a negative regulator of the Wnt signaling pathway that promotes the phosphorylation and degradation of β-catenin, resulting in cardomyocyte survival and hypertrophy [31], [57]. PKCε can phosphorylate insulin receptor substrates (IRS) on serine residues impairing activation of PI3K in response to insulin [33], [58]. Loss of PKCε selectively impairs signaling through the B-cell receptor, resulting in inhibition of cell proliferation and survival, as well as defects in the activation of ERK and the transcription of NF-κB-dependent genes [59]. Consistent with these data, our results showed that increased expression of *atrogin-1* significantly promoted cardiomyocyte apoptosis under basal condition or in response to LPS stimulation (Figure 4).

Hypertrophy is a major contributor to cardiac dysfunction in human. Alterations of cardiac gene expression are central to ventricular dysfunction in human HF [5]. Our previous studies and others have demonstrated that *atrogin-1* plays a crucial role in skeletal and cardiac muscle plasticity in response to hypertrophic or atrophic stimuli [5], [6], [10], [18]. Accumulating evidences indicate that *atrogin-1*-dependent proteolysis of its substrates such as calcineurin, FOXOs, MyoD and eIF3-f could constitute the important events to regulate myocyte growth and hypertrophy [5], [6], [17], [19]. However, the detailed molecular mechanisms by which *atrogin-1* contributes to hypertrophy via transcription remain to be elucidated. The present results showed that many genes significantly altered in cell development and hypertrophic cardiomyopathy by overexpressed *atrogin-1*, Myh6, Serca2 (ATP2A2) and Prkcz were significantly up-regulated, whereas Itga3 (also known as CD49c) and Foxa2 were down-regulated.(Table 4). With respect to hypertrophic cardiomyopathy, Serca2 and Myh6 are major determinants of both cardiac relaxation and contraction. The Serca2 is of central importance for refilling of the sarcoplasmic reticulum (SR) Ca2^+^ store and cardiac contractility. Deletion of Serca2 function is associated with HF in animal models [39], whereas lentivirus vector-mediated Serca2 gene transfer ameliorates HF induced by myocardial infarction in rat [40]. In the heart, two isoforms of myosin heavy chain (MHC), Myh6 (also known as α-MHC) and Myh7 (also known as β-MHC), exist in the mammalian ventricular myocardium, and α-MHC is highly expressed in adult cardiomyocytes, whereas β-MHC is expressed in embryonic cardiomyocytes. Cardiac stress triggers adult hearts to undergo hypertrophy and a shift from Myh6 to fetal Myh7 expression. Furthermore, LPS is known to directly induce cardiomyocyte hypertrophy through activation of calcineurin signaling pathway [49], whereas overexpression of *atrogin-1* promotes calcineurin degradation and inhibits its activity, resulting in inhibition of cardiac hypertrophy [5]. Consistent with our previous data [5], [6], the present study showed that overexpression of *atrogin-1* inhibits LPS-induced cardiomyocyte hypertrophy, decreased the expression of hypertrophic marker ANF and up-regulated the level of Myh6 expression in cardiomyocytes. Thus, these results further confirmed that atrogin-1 exerts an important role in controlling cardiomyocyte hypertrophy.

Functional annotation of the *atrogin-1*-infected cardiomyocyte signature analysis led us to three main pathways: metabolic pathways, inflammation signaling pathways and hypertrophic cardiomyopathy. There is a substantial body of work linking metabolic and inflammatory pathways with cardiovascular diseases including hypertrophy and HF [60], [61]. Changes in mitochondrial gene expression were evident, ranging from the up-regulation of genes involved in energy metabolism, such as fatty acid biosynthetic process and ATP synthesis, and those important in maintaining energy metabolic pathways, such as Ptgis, Pycr1 and Lsyna1, SLC33A1 (Table 5). 

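No gene of 4 lists of energy and lipid metabolism rose or fell in Ad-atrogin-1 cardiomyocytes, also when adjusted over each list alone. The 23 genes of oxidative phosphorylation had a median log2 fold change of 0.17 and passed camera toward higher expression (adjusted p = 0.0250; adjusted p = 0.860 with an estimated correlation). Among them, the cytochrome c oxidase gene Cox4i1 had 0.07 (standard error 0.13, n = 2 arrays per group) and the ATP synthase gene Atp5f1b 0.07 (0.12), which was -0.0278 after quantile normalization. The median was 0.06 for 20 genes of fatty acid oxidation (camera adjusted p = 0.377), 0.06 for 17 genes of glycolysis (0.687) and 5.25e-04 for 15 genes of cholesterol synthesis (0.993, with camera's direction down). The beta-oxidation gene Hadhb had a log2 fold change of 0.39 (standard error 0.13, adjusted p = 0.290, limma) and the fatty acid binding protein gene Fabp3 0.28 (0.20). Oxidative phosphorylation did not pass camera after quantile normalization (adjusted p = 0.194), without Ad-GFP replicate 1 (0.0591) or without Ad-GFP replicate 2 (0.0967), and its direction turned without Ad-atrogin-1 replicate 1 (0.774). Fatty acid oxidation passed toward higher values without Ad-atrogin-1 replicate 2 (adjusted p = 4.73e-05), and glycolysis without Ad-GFP replicate 2 (0.0142). Neither passed toward lower values, but the direction turned to lower without Ad-atrogin-1 replicate 1 for both (fatty acid oxidation 0.0838, glycolysis 0.455) and, for glycolysis, also without Ad-GFP replicate 1 (0.233) and after quantile normalization (0.933), and that of cholesterol synthesis turned to higher without replicate 2 of either group.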

Ptgis mediates prostaglandin biosynthetic process and fatty acid biosynthetic process [34], [62]. Pycr1 encodes an enzyme involved in the cellular response to oxidative stress and amino acid biosynthetic process [35]. The Pycr1 protein is located in the mitochondria-the “power houses” of the cell that provide energy for cell's consumption [35]. Lsyna1 encodes a rate-limiting enzyme in the synthesis of all inositolcontaining compounds [63]. SLC33A1 functions as an acetyl-CoA transporter that is required for the formation of O-acetylated (Ac) gangliosides [64], [65]. These data indicate that *atrogin-1* plays an important role in regulating cardiomyocyte metabolic pathway.

It is well known that LPS directly induces inflammation in various cell types [1], [2]. We then determine if *atrogin-1* inhibits LPS-induced proinflammatory response in cardiomyocytes. *Atrogin-1* overexpression markedly inhibited the expression of proinflammatory-related genes including IL-1β, IL-6, Lbp, Ptgs2 and Serpinb2, Cxcl1, Cxcl2 and Ccl20 in cardiomyocytes, but increased anti-inflammatory gene IL-1r1 expression compared to Ad-GFP control under basal condition or in response to LPS stimulation (Figure 5A, Table 5), whereas these effects were reversed by knockdown of *atrogin-1* by siRNA (Figure 5B, Table 5). These results indicate that increased expression of *atrogin-1* inhibits cardiomyocyte inflammation.

The MAPK and NF-κB signaling pathways have been identified as the crucial regulators of cardiomyocyte apoptosis, cardiac hypertrophy and inflammation in response to various injury [66], but it is unknown if atrogin-1 affects activation of MAPK and NF-κB signal pathways in cardiomyocytes in response to LPS. Recently, a study demonstrated that depletion of *atrogin-1* inhibits cardiac hypertrophy in part through stabilization of IκB-α and inactivation of NF-κB [12]. To further investigate the mechanisms of *atrogin-1* in LPS-induced cardiac injury, we examined activation of ERK, JNK, p38 and p65/NF-κB signaling pathways. Under basal condition, overexpression of *atrogin-1* decreased the levels of ERK, JNK, p38 and p65/NF-κB phosphorylation compared with Ad-GFP control (Figure 6A), suggesting that *atrogin-1* may be involved in regulation of MAPK and NF-κB activation. After stimulation of LPS, the levels of ERK, JNK, p38 and p65/NF-κB phosphorylation were markedly increased, whereas these effects were markedly attenuated by atrogin-1 infection in cardiomyocytes (Figure 6A). In contrast, knockdown of endogenous *atrogin-1* in cardiomyocytes had opposite effects (Figure 6B). Thus, *atrogin-1* exerts its inhibitory effects on cardiomycoyte survival, hypertrophy and inflammation via inhibition of MAPKs and NF-κB pathways.

## Conclusion

The current study provides a comprehensive, global view of gene expression patterns induced by *atrogin-1* in the neonatal rat cardiomyocytes. Overexpression of *atrogin-1* results in marked alterations of gene expression profiles that are associated with cardiomyocyte survival, proliferation, inflammation, metabolism and hypertrophy, thereby leading to inhibition of cardiomycoyte survival, growth and hypertrophy under basal condition or in response to LPS stimualtion. The mechanisms underlying these effects were associated with inactivation of MAPK (ERK, JNK and p38) and NF-κB signaling pathways. These results may provide novel insight into how *atrogin-1* modulates the programming of cardiac muscle gene expression.

## Materials and Methods

All procedures were approved by and performed in accordance with the Animal Care and Use Committee of Capital Medical University (20110820).

### Neonatal rat cardiomyocytes isolation and culture

Primary cardiomyocytes were prepared by enzymatic disassociation of 1- to 2-day old Sprague-Dawley rats as described previously [5]. The isolated cardiomyocytes were resuspended in fresh DMEM/F12 containing 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin and were plated into the Laminin (Sigma) pre-coated dishes (Corning) and incubated for 24 h at 37°C, then cultured with serum-free DMEM/F12 in later experiments.

### Adenovirus Infection

Twenty-four hours after plating, neonatal rat cardiomyocytes were infected with various adenovirus vectors as indicated and cultured with serum-free DMEM/F12 for 24 hours. Recombinant adenoviruses expressing GFP alone (Ad-GFP), *atrogin-1* (Ad-*atrogin-1*-GFP), siRNA-control or siRNA-*atrogin-1* were generated using the AdEasy system (MP Biomedicals Inc.) as described previously [18]. Fluorescent images were collected on a fluorescence microscope (Nikon TE 2000-U, Japan). The infection efficiency of adenoviruses was determined by counting the number of cells with green fluorescent protein (GFP).

### RNA isolation and GeneChip processing

Total RNA was isolated with TRIzol (Invitrogen) from neonatal rat cardiomyocytes in three independent experiments according to manufacturer's instructions. The quantity and purity of all RNA samples was determined using the Nanodrop ND-1000 spectrophotometer (Thermo Fisher, Waltham, MA, US), and RNA integrity was determined with the Bioanalyzer 2100 (Agilent technologies, Santa Clara, CA, US). Five micrograms of total RNA was amplified with the GeneChip One-Cycle cDNA synthesis Kit (Affymetrix) and GeneChip IVT labeling Kit (Affymetrix). Fifteen micrograms biotin-labeled complementary RNA (cRNA) was fractionated and hybridized to Affymetrix GeneChip Rat Genome 230 2.0 array according to the manufacturer's instructions. After16 h of hybridization, the Gene Chips were washed and stained on a Fluidics Station 450 (Affymetrix) and scanned in a confocal scanner (Affymetrix GeneChip Scanner 3000) according to the Affymetrix GeneChip Expression Analysis Manual as described previously [67]. On the GeneChip Rat Genome 230 2.0 array, 31,000 probe sets analyze the expression of 30,000 transcripts representing 28,000 known genes.

### Microarray data analysis

Analysis of microarray data was performed as described previously [67]. Briefly, raw intensities from the CEL files were analyzed using GeneSpring GX 11.0 (Agilent Technologies) to generate robust multi-array average (RMA) intensity in log_2_ scale for each probe set. Differentially expressed genes in Ad-*atrogin-1*-GFP group compared to Ad-GFP control group were detected with two statistical tests, a statistical technique used to compare means of two samples implemented in GeneSpring GX 11.0. For each transcript, fold change, statistical significance of differential expression and false discovery rate (FDR) were calculated. Fold change was calculated using the average signal from each experimental group. The recovered P-values of the comparisons were then corrected using a step-up false negative/positive rate value of 5%. The resulting list of significantly differentially expressed genes was filtered to include only genes that demonstrated 2-fold or greater up- or down-regulation. To search for enrichment of specific biological processes, the genes showing significantly differential expression between the two groups were classified into functional groups according to GO (Gene Ontology). As input, the differentially regulated probe sets from the comparison were used. As output, significant processes (GOTERM) with fold changes ≥2-fold or ≤−2-fold were generated. Furthermore, pathway analysis for the comparison was conducted through the use of KEGG Pathways database, which is a bioinformatics resource for linking genomes to life and the environment. Details can be found at http://www.genome.jp/kegg/. The microarray data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE31117 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE31117).

### Real-time quantitative PCR analysis

Microarray results for the expression profiling experiments were verified by real-time quantitative RT-PCR (qRT-PCR) using a Bio-Rad iQ5 Real-Time PCR detection system, employing β-actin as the endogenous control gene as described previously [67] . All reactions were conducted in triplicates and the data was analyzed using the delta delta Ct (**ΔΔ**Ct) method [68]. Oligonucleotide primers for qRT-PCR were designed using the Primer 5.0 software and the primers were designed to span large introns to eliminate possible contaminating genomic DNA. Rat gene-specific oligonucleotide primers used for qRT-PCR analyses are listed in Table 6.

**Table 6:** Primers used for Quantitative realtime RT-PCR Analyses.

Genes	Forward primer	Reverse primer
Axin2	5′-GCGTGAGATCCACAGAAACG-3′	5′-TCGCTGGATAACTCGCTGTC-3′
Calr	5′-CCGATGCGAATATCTATGCC-3′	5′-TCATTGCCAAACTCCTCTGC-3′
Dkk2	5′-CATGAACCAAGGACTGGCTT-3′	5′-CAGGCTGAAGATCCTTGGTG-3′
Il1r1	5′-TTGTCTCATTGTGCCTCTGC-3′	5′-TAAGAGGACAGCTGCGAATG-3′
CyclinD2	5′-TCAAGTGCGTGCAGAAGGAC-3′	5′- TGGCCAGAGGAAAGACCTCT -3′
MMP3	5′-TCCTTCGATGCAGTCAGCAC-3′	5′-TGTTGGATGGAAGAGACGGC-3′
Cadm1	5′-CACAGGTGATGGGCAGAATC-3′	5′-TGCCTGTTGGGGTTCAGTAG-3′
Cxxl1	5′-CCACACTCAAGAATGGTCGC-3′	5′-GTTCACCAGACAGACGCCAT-3′
Cxcl2	5′-TTTGTCTCAACCCTGAAGCC-3′	5′-TGAGGTACAGGAGCCCATGT-3′
Cxcl6	5′-TCCTGCTCGTCATTCACCCT-3′	5′-CAAACACAGCGTAGCTCCGT-3′
Il-6	5′-TCTGCTCTGGTCTTCTGGAG-3′	5′-TTGCTCTGAATGACTCTGGC-3′
Il-1β	5′-CTCTGTGACTCGTGGGATGATG-3′	5′-CCACTTGTTGGCTTATGTTCTGTC-3′
Ptgs2	5′-GATCACATTTGATTGACAGC-3′	5′-TCCTTATTTCCTTTCACACC-3′
Serpinb2	5′-TCCTTGGTGCTCAGGCTAAC-3′	5′-CAGCCATGGAAGTTCTCTGG-3′
Ccl20	5′-ACCTCCTCAGCCTAAGAACCAAGA-3′	5′-TGTGCAGTGATGTGCAGGTGAAAC-3′
Myh7	5′-CGAGGCAAGCTCACGTATAC-3′	5′-CTTGGCTTCTGTTTCCTCCT-3′
ANF	5′-CTTCTCCATCACCAAGGGCTT-3′	5′-GGATTTGCTCCAATATGGCCT-3′
serca2	5′-CAGTTCATCCGCTACCTCATCTCC-3′	5′-CGCAGTGGCAGGCAGACC-3′
GADPH	5′-CCCCCAATGTATCCGTTGTG	TAGCCCAGGATGCCCTTTAGT
β-actin	5′-GGAGATTACTGCCCTGGCTCCTA-3′	5′-GACTCATCGTACTCCTGCTTGCTG-3′

### Western blot analysis

Cardiomyocytes were lysed in lysis buffer (50 mM Tris-HCl, pH 7.5, 1 mM DTT, 150 mM NaCl, 0.5% NP-40, 1 mM EDTA, 1 mM PMSF, 1 mM Na3VO4, 1 mM NaF, plus protease inhibitor cocktail). Forty micrograms of total proteins was separated by SDS-PAGE, transferred to PVDF membranes (Millipore), and analyzed by western blot with anti-atrogin-1 antibody (H300, Santa Cruz) as described previously [5], using β-actin (I-19, Santa Cruz) as the internal control. Protein levels were quantified by using Gel-pro 4.5 Analyzer (Media Cybernetics).

### TUNEL assays

Primary cardiomyocytes were infected with Ad-*atrogin-1* or Ad-GFP control (MOI = 10) for 24 hours and then treated with 10 ng/ml LPS (Sigma) for 24 hours. TUNEL assays were performed using the In Situ Cell Death Detection Kit, TMR red (Roche) according to manufacturer's instructions. Apoptosis was evaluated by Laser scanning confocal fluorescence microscope (Leica TCS SP2, Germany). Quantitation of cardiomyocyte apoptosis was performed based on the percentage of TMR red labeled nuclei with image-pro plus 6.0 software.

### Measurement of cardiomyocyte hypertrophy

Primary cardiomyocytes were infected with Ad-*atrogin-1* or Ad-GFP control (MOI = 10) for 24 hours and then treated with PBS or lipopolysaccharides (LPS, 1 µg/ml) for 8 hours, then cells were fixed and stained with anti-α-actinin antibody followed by Alexa Fluor 568-conjugated goat anti-mouse IgG (red), and nuclei were stained with DAPI (blue). A representative field is shown for each condition. A minimum of 100 randomly chosen cells measured in each group. Quantitation of cell surface area was performed as described previously [5].

### Statistical analysis

Data for qRT-PCR analyses were presented as means ± SEM. Differences between groups were evaluated for statistical significance using a two-tailed Student's *t* test with GraphPad Prism 5.0 or Stata/SE 10.0 softwares. *P* values less than 0.05 were regarded as significant.

How the deposited data were processed for this re-analysis (not part of the article)

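Gene expression was measured in neonatal rat cardiomyocytes 24 hours after infection with Ad-GFP (2 arrays) or Ad-atrogin-1 (2 arrays) on Affymetrix rat genome arrays. The labels call the arrays of a group biological replicates, numbered 1 and 2 in both groups. The methods describe RNA from more independent experiments than there are arrays per group, and which of them gave each array was not used here.

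The log2 values were made by the authors before they were deposited: per the methods, RMA in GeneSpring GX gave a log2 signal for each probe set. They were used as deposited. The values were checked for their range, and the array medians lie between 5.51 and 5.52. Control probe sets (57) were left out, and 31042 probe sets were kept with no filter on low signal. Probe sets were paired with genes through a reference table of the genes of this array's probe sets: 20826 with 1 gene, 436 with several and 9780 with none. Those with several or none were tested as probe sets but not as genes.

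The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no block, 1 prior variance), with Benjamini-Hochberg adjusted p over all probe sets. A call needs an adjusted p under 0.05 and at least 2-fold, the thresholds that the methods give. The methods name statistical tests of the means of 2 samples without further detail, so the equal-variance test that fits this description was run as an alternative under the name of the methods' t-test. That name is a label only, and the test need not be the one that the study used. With unadjusted p and 2-fold it did not call Il6 or Serpinb2, for example, which the paper's tables list with p under 0.05. The limma fit has 2 residual degrees of freedom per probe set, a prior of 3.65 degrees of freedom and a prior SD of 0.139. At gene level the probe set with the highest mean signal over the 4 arrays stands for its gene (14217 genes), and p is adjusted over these. Standard errors are those of the moderated fit, and SDs are those of the 2 arrays of a group. Signals of 11 probe sets had no variance.

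The genes named are, by a rule written before the data were examined: Fbxo32 first; the 15 genes with the largest positive and the 12 with the largest negative change among those called, or all of them if fewer are called; every gene that the paper names; and in each list up to 4 called members, or the 2 brightest where none is called. The values in the paper's tables had been seen when the rule and the gene lists were written. There are 28 lists, 21 of pathways and functions and 7 of markers of other cell types. They were tested with camera (preset correlation of 0.01, two-sided, adjusted over the 28 lists), with camera at a correlation estimated per list (which also takes the test's degrees of freedom from the 2 residual ones instead of from the number of genes), and with fry, which tests whether the genes of a list move on balance one way and does not compare them with other genes. The adjustment first took in the 5 tables of the paper too; it was restricted to the 28 lists after the results had been seen, because the tables were chosen on these arrays. Intervals of list medians are 95% bootstrap intervals from 2000 draws of the genes.

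The 4 arrays were clustered by average linkage on 1 minus the Pearson correlation over all probe sets. The alternatives were: arrays centred on their medians; a further quantile normalization; the upper 60% of probe sets by signal; an intensity trend or a robust prior in eBayes; the methods' t-test with adjusted or unadjusted p; limma with unadjusted p, with no fold threshold or with 1.5-fold; 2-fold with no test; the replicate number as a block; the mean of a gene's probe sets; for the tables alone, its probe set with the largest change; and each array left out in turn. Calls were tested on simulated data with the spread of these arrays: of probe sets changed by 1.5 on the log2 scale 84.8% were called, of those changed by 2 on that scale 93.4%, and per simulation 9.1 of the unchanged probe sets were called. Figures were drawn with matplotlib 3.10.9. The qRT-PCR, Western blot and apoptosis experiments were not analysed here.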

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

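All tests of the 3 patterns weighed here were chosen after the patterns had been seen; the list tests and fold changes they draw on were planned.

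The following signals, in genes whose expression the paper does not report, were higher on both Ad-atrogin-1 arrays than on both Ad-GFP arrays. Sdf2l1, a component of an ER chaperone complex, had a log2 fold change of 3.76. Creld2, induced by ER stress, had 3.38. The ER disulfide isomerase gene Pdia4 had 3.06. The calcium sensor gene Vsnl1 had 2.96. The ER oxidase gene Ero1b had 2.59. Ggct, of glutathione breakdown, had 2.39. Hsp90b1, an abundant ER chaperone gene, had 2.23. Tnfrsf19, on the list of Wnt targets, had 2.15. One of 4 probe sets of Ctnnb1, the gene of beta-catenin, chosen after its values were seen, had 2.97.

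This Ctnnb1 probe set rose 7.82-fold, from 8.37 ± 0.04 to 11.33 ± 0.02 (SD, n = 2 each; adjusted p = 0.00270, limma), while Wnt targets such as Axin2 rose too. The 2 brightest Ctnnb1 probe sets had a mean change of 0.00713, which argues against induction of the cells' whole Ctnnb1 transcript. A candidate explanation is beta-catenin RNA that carries only part of the transcript, with raised expression of Wnt targets, but the targets that the paper does not name had a camera adjusted p of 0.0719 and so leave it open. Signal of another transcript on the rising probe set stays open as well: the dimmest Ctnnb1 probe set had a change of 1.28 with signals of 4.55 and 5.29 in Ad-atrogin-1 and did not pass limma. The source of such RNA cannot be told apart on these arrays, because every Ad-atrogin-1 sample received the same virus. For the same reason, the rise of Wnt targets cannot be assigned to atrogin-1 alone. The same limit holds for the cytokine and ER chaperone patterns below.

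Cytokines, chemokines and NF-kappaB targets, of which the paper's tables hold 11, passed camera toward lower values in Ad-atrogin-1 cardiomyocytes at the preset correlation but not at an estimated one (adjusted p = 0.860); 1 of 35 genes fell, and Ad-GFP replicate 2 had the highest signals for many of them. Without that array the list's median was still -0.56 (95% interval -0.77 to -0.18 over genes), so the lower median does not need this array. The interval treats genes as independent, while their estimated correlation was 0.575, and it leaves out variation between arrays. The list's mean, relative to each gene's mean over the arrays, was 0.07 on Ad-GFP replicate 1. It was -0.16 and -0.68 on Ad-atrogin-1 replicates 1 and 2. Variation between single arrays thus stays open. Fibroblasts are a source of these cytokines, and their markers had a median of -0.0390 at a median Ad-GFP signal of 10.31, far from the list's -0.66, which argues against fewer fibroblasts. Fewer macrophages cannot be told apart from an effect in the cardiomyocytes. Their markers had a median of 0.0122, at a median Ad-GFP signal of 4.95 against 6.57 over all genes. Relative to each gene's mean over the arrays, their mean was 0.26 on Ad-atrogin-1 replicate 1 and -0.27 on replicate 2. On the Ad-GFP arrays it was -0.03 and 0.05. Because the 2 Ad-atrogin-1 arrays moved opposite ways, the median of these markers cannot show whether macrophages were fewer. The cytokine list had a median of -0.57 without Ad-atrogin-1 replicate 2 and -0.92 without replicate 1. Lower transcription of the cytokine list in cells with raised atrogin-1 remains open. No test here separates it from fewer macrophages or from a difference between the viruses other than atrogin-1.

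ER chaperones, of which the paper's tables hold 12, had a higher median log2 fold change than targets of PERK and ATF4, with medians 1.07 apart. Of the genes, 18 of 31 and 1 of 27 rose, the 1 being Eif2ak3, the gene of PERK itself. Neither list passed camera at an estimated correlation (adjusted p = 0.551 and 0.860). Compression of strong signals in the PERK list was first tested by brightness, and that test went the way this explanation needs: the median Ad-GFP signal was 9.00 for PERK and ATF4 targets and 8.81 for ER chaperones. A second test, added after that value was seen, took the 15 ER chaperones brighter than the median PERK and ATF4 target; their median log2 fold change was 1.17 (95% interval 0.90 to 1.67), which argues against compression as the whole explanation. A larger response of the ER chaperone genes than of the PERK branch remains open as a hypothesis and was not tested apart from the difference that prompted it.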

How the results depend on the processing

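No called named gene changed direction under any alternative in which it was tested, and the calls depended on the test and on the number of arrays. Some also depended on whether p was adjusted over genes or over all probe sets, as given with Tables 1 to 5. Of the 46 named genes that were called, 46 kept their call with arrays centred on their medians and with the robust prior, 45 with the intensity trend, 44 after quantile normalization and 43 with a gene's probe sets averaged. The upper 60% of probe sets hold 42 of the 46, and all 42 kept their call. The probe set with the largest change was tested for 30 of the 46, of which 29 kept their call and 1 lost it. Of the results of the 28 lists with all 4 arrays, 203 kept their side of the threshold, 15 lost a call and 4 gained one; without 1 array in turn, 93 kept it, 4 lost a call, 12 gained one in the same direction and 3 turned direction with a call before or after. One alternative, camera adjusted over the lists and the 5 tables of the paper together, was added after the data had been seen. Leaving out an array leaves 1 residual degree of freedom and assumes that the lone array varies like the other group. What the arrays limit is change in genes near the lower end of their signal, as for Dkk2, Vsnl1 and Bhlha15, whose log2 signals in Ad-GFP were 2.70, 2.98 and 3.50, and Foxa2, with 3.60 in Ad-atrogin-1. The same may hold near the upper end, as for Nppa, with 13.67 in Ad-GFP. Unless the setting itself gives it (fewer arrays, or no adjustment of p), the cause was not tested.

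Limma called 77 probe sets up and 8 down, 65 genes up and 8 down, and 27 and 3 genes of Tables 1 to 5. The equal-variance test, run because the methods do not name theirs, called 0 in each of these at an adjusted p under 0.05. In that test 2598 probe sets had an unadjusted p under 0.05. With unadjusted p and 2-fold it called 158 probe sets up and 33 down, 21 genes down and 5 table genes down. Limma with unadjusted p and 2-fold called 217 and 78 probe sets, 115 and 50 genes, and 19 table genes down. A change of 2-fold with no test gave 220 and 84 probe sets, 117 and 55 genes, and 20 table genes down. With arrays centred on their medians, 14 probe sets, 18 genes and 5 table genes were down; after quantile normalization 14, 20 and 5, with 74 genes up. Down were also 13 probe sets among the upper 60% by signal and 13 genes with probe sets averaged. Without 1 array, 0 probe sets were called up or down, 0 to 1 genes up and 0 down, and 0 table genes; 2449 to 2852 probe sets then had an unadjusted p under 0.05. The ratio of the largest distance within a group to the smallest between groups in the clustering was 0.666, 0.619 over the upper 60% of probe sets, 0.384 over the 1000 most variable and 0.806 with complete linkage, and the groups stayed apart in all.

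Arrays of the 2 groups share replicate numbers, and the sample names share a number across the groups in the same way, but neither the labels nor the methods say that a number marks a common litter, culture or day. Deviations of arrays with the same number had a correlation of 0.0432. With the replicate block, 1 probe set was called up and 0 down, 1 gene up (Fbxo32) and 0 down, and 0 table genes; no list moved across its threshold.

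With an estimated correlation, the camera adjusted p was 0.551 for ER chaperones, 0.290 for N-linked glycosylation and Wnt targets, 0.704 for prostaglandin genes and 0.860 for PERK and ATF4 targets, cytokines, sarcomere genes and oxidative phosphorylation. The estimated correlation was 0.502 for ER chaperones and 0.692 for PERK and ATF4 targets. It was 0.00802 for N-linked glycosylation, -0.0325 for Wnt targets and -0.0213 for prostaglandin genes, all 3 under the preset. A higher correlation is thus not what lost these 3 their calls. Their p in this test before adjustment over the 28 lists was 0.0207, 0.0195 and 0.101. How far the fewer degrees of freedom and the adjustment each account for the loss was not tested. On simulated data this test gave p under 0.05 for 10 of 10 lists of 20 genes shifted by 0.5 (log2). That count is before any adjustment over the 28 lists and for a single size of shift. It does not show that the real lists could have passed. The fry adjusted p was 0.0575 for ER chaperones, 0.506 for PERK and ATF4 targets and for cytokines, 0.314 for prostaglandin genes, 0.595 for sarcomere genes and 0.847 for oxidative phosphorylation, and it stayed under 0.05 for N-linked glycosylation and Wnt targets (0.0190). The interferon list had 0.0494 with arrays centred on their medians, 0.0267 after quantile normalization and 0.0456 when adjusted over the 33 lists and tables; core apoptosis had 0.0366 among the upper 60% of probe sets, and oxidative phosphorylation 0.194 after quantile normalization. Without 1 array in turn, the camera adjusted p ran as follows: interferon response 1.93e-08 to 0.381; prostaglandin synthesis and receptors 0.00741 to 0.196; immediate early genes and ERK feedback 0.0126 to 0.676; core apoptosis machinery 0.0363 to 0.377; cell cycle 0.0137 to 0.918; cardiomyocyte sarcomere and calcium handling 4.55e-07 to 0.306; proteasome 0.0191 to 0.413; oxidative phosphorylation 1.25e-07 to 0.774; fatty acid oxidation 4.73e-05 to 0.464; glycolysis 0.0142 to 0.455; NRF2 antioxidant genes 0.0137 to 0.880; endothelial markers 0.00741 to 0.236; macrophage and leukocyte markers 0.0192 to 0.676. Over all 28 lists, camera's direction turned without Ad-GFP replicate 1 for glycolysis (0.233) and endothelial markers (0.236); without Ad-GFP replicate 2 for interferon response (0.253), p53 targets (0.918), cholesterol synthesis (0.146), fibroblast markers (0.153) and macrophage and leukocyte markers (0.676); without Ad-atrogin-1 replicate 1 for immediate early genes and ERK feedback (0.455), p53 targets (0.240), oxidative phosphorylation (0.774), fatty acid oxidation (0.0838), glycolysis (0.455) and Schwann and glial markers (0.918); without Ad-atrogin-1 replicate 2 for cholesterol synthesis (0.413), fibroblast markers (0.6996), endothelial markers (0.0178) and macrophage and leukocyte markers (0.0192). Of these, oxidative phosphorylation alone passed with all arrays. The direction also turned after quantile normalization for glycolysis (0.933) and macrophage and leukocyte markers (0.915); with probe sets averaged for p53 targets (0.703), endothelial markers (0.997) and macrophage and leukocyte markers (0.943); among the upper 60% of probe sets for epithelial and mesothelial markers (0.932); in fry for p53 targets (0.998), cholesterol synthesis (0.998) and macrophage and leukocyte markers (0.998), and none of these passed.

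The sign changed only in named genes that were not called. After quantile normalization the log2 fold change was -0.0278 for Atp5f1b, -0.0565 for Ccng1, -0.00143 for Dusp6, -0.0571 for Eno1, -0.0292 for Psma6, -0.0230 for Ptges3, -0.0298 for Rpl19. Il1r1 had 0.71 with its probe sets averaged and 2.19 at its probe set with the largest change. Without 1 array in turn, log2 fold changes ran as follows: Acta2 -0.0621 to 0.39, Ccng1 -0.13 to 0.17, Cd14 -0.98 to 0.84, Cox4i1 -0.0449 to 0.18, Cyp51 -0.30 to 0.0762, Dusp6 -0.0657 to 0.15, Eng -0.40 to 0.0527, Eno1 -0.14 to 0.21, Fdps -0.0415 to 0.78, Gadd45a -0.22 to 0.36, Gstp1 -0.15 to 0.0682, Hbb -0.42 to 0.22, Il1b -0.75 to 1.49, Il1r1 -0.34 to 0.22, Isg15 -0.50 to 0.11, Kdr -0.26 to 0.32, Lyz2 -0.38 to 0.71, Mbp -0.15 to 0.00248, Mgp -0.46 to 0.00110, Psma6 -0.0372 to 0.0736, Ptges3 -0.00405 to 0.0688, Sox10 -0.0916 to 0.29, Tagln -0.17 to 0.11, Txn1 -0.15 to 0.0123.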

Differences from the paper's values

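Against the paper's 314 regulated genes, 222 up and 92 down, 85 probe sets were called here, 77 up and 8 down, at the adjusted p and 2-fold thresholds that the methods give. Of the alternatives set before the data were examined, limma with an unadjusted p under 0.05 and 2-fold (295 probe sets, 217 up and 78 down) and 2-fold with no test (304, 220 up and 84 down) came within 1.5 times all 3 of the paper's counts, and the methods' t-test with unadjusted p and 2-fold (158 up) within 1.5 times the count of genes up alone. No other alternative did.

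Tables 1 to 5 and the text give 74 fold changes for 69 genes measured here. A value is counted as differing where its sign is not the paper's, or where it is over 1.5 times the other and the log2 difference exceeds the larger SD of the groups; 71 do not differ by this rule, the farthest apart being Ptges in Table 5 (the paper's -2.25, here -3.18). For Il1r1 the paper's fold change is 4.16 and the value here -1.04; the probe set with the largest change gives 4.55, and no other alternative comes within the paper's value, the mean of the probe sets giving 1.63. For Asf1a the paper's is -2.18 and the value here -1.19; the mean of its probe sets (-1.49) and the probe set with the largest change (-2.06) do not differ from the paper's, and the other alternatives do. For Ptger3 the paper's is -2.50 and the value here -1.495; the mean of its probe sets (-1.89), the probe set with the largest change (-2.40) and the fit without Ad-GFP replicate 1 (-1.70) do not differ, and the other alternatives do.

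Of the 69 measured genes of Tables 1 to 5, 68 had the direction that the tables give, the exception being Il1r1, and 30 were called, 27 up and 3 down. The paper calls the other 39 regulated, and they were not called here. Settings that call some of them are centring the arrays on their medians and quantile normalization (both Alg12, Cadm1, Csrp2, Mapt), the methods' t-test with unadjusted p and 2-fold (Alg12, Cadm1, Csrp2, Mapt, Nans, Pdia2, Plppr4, Stt3a), limma with adjusted p and 1.5-fold or no fold threshold (Erp44), the mean of the probe sets (Gclc), the probe set with the largest change (Klf5 and Serp1), limma with unadjusted p and 2-fold (24 of the 39, with Il6, Csf2, Ptgs2, Cxcl1 and Serpinb2 among them) and 2-fold with no test (26 of the 39, with Adss1 and Cxcl2 besides).

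The text names Ptgis among genes that were higher, while its log2 fold change was -1.08 here and the paper's Table 3 lists it as lower. The text names Myh6 and Serca2 (Atp2a2) as higher; their log2 fold changes were 0.82 and 0.71 and neither was called, although 1 of the 5 Atp2a2 probe sets rose by 1.36. Myh6 was called under no alternative; its other probe set, the one with the largest change, had 1.05 (2.07-fold). Il1b, which the text names as inhibited in cells measured by qRT-PCR, had 0.37 on these arrays and was called under no alternative. It was lower without Ad-GFP replicate 1 (-0.0885) and without Ad-atrogin-1 replicate 1 (-0.75). The legend of Figure 5 describes LPS for a further 24 hours after infection, while the arrays hold cells without LPS at 24 hours of infection. Time and treatment thus differ, and the Il1b value here does not contradict that result. Mmp3, whose decrease the text states from qRT-PCR, had -1.67 and was not called, but was called with arrays centred on their medians, after quantile normalization, among the upper 60% of probe sets, with the intensity trend, with its probe sets averaged, with unadjusted p and 2-fold by limma or by the methods' t-test, and by 2-fold with no test.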

Other observations

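Il1b, the gene of interleukin-1 beta, differed more between the 2 Ad-atrogin-1 arrays than between the groups: its log2 signals were 6.77 and 7.69 in Ad-GFP and 8.72 and 6.48 in Ad-atrogin-1 (log2 fold change 0.37, standard error 0.73, adjusted p = 0.881, limma). The macrophage genes Cd14 (7.40 and 5.58 in Ad-atrogin-1, against 6.35 and 6.77 in Ad-GFP) and Lyz2 (6.95 and 5.86, against 6.32 and 6.17) were also higher on Ad-atrogin-1 replicate 1 than on replicate 2. None of the 3 genes passed the comparison of the groups.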
